# Sustained activation of the Aryl hydrocarbon Receptor transcription factor promotes resistance to BRAF-inhibitors in melanoma

**DOI:** 10.1038/s41467-018-06951-2

**Published:** 2018-11-14

**Authors:** Sébastien Corre, Nina Tardif, Nicolas Mouchet, Héloïse M. Leclair, Lise Boussemart, Arthur Gautron, Laura Bachelot, Anthony Perrot, Anatoly Soshilov, Aljosja Rogiers, Florian Rambow, Erwan Dumontet, Karin Tarte, Alban Bessede, Gilles J. Guillemin, Jean-Christophe Marine, Michael S. Denison, David Gilot, Marie-Dominique Galibert

## Abstract

BRAF inhibitors target the BRAF-V600E/K mutated kinase, the driver mutation found in 50% of cutaneous melanoma. They give unprecedented anti-tumor responses but acquisition of resistance ultimately limits their clinical benefit. The master regulators driving the expression of resistance-genes remain poorly understood. Here, we demonstrate that the Aryl hydrocarbon Receptor (AhR) transcription factor is constitutively activated in a subset of melanoma cells, promoting the dedifferentiation of melanoma cells and the expression of BRAFi-resistance genes. Typically, under BRAFi pressure, death of BRAFi-sensitive cells leads to an enrichment of a small subpopulation of AhR-activated and BRAFi-persister cells, responsible for relapse. Also, differentiated and BRAFi-sensitive cells can be redirected towards an AhR-dependent resistant program using AhR agonists. We thus identify Resveratrol, a clinically compatible AhR-antagonist that abrogates deleterious AhR sustained-activation. Combined with BRAFi, Resveratrol reduces the number of BRAFi-resistant cells and delays tumor growth. We thus propose AhR-impairment as a strategy to overcome melanoma resistance.

## Abstract (web summary)

Resistance to BRAF inhibitors limits their clinical benefit in melanoma patients. Here, the authors show that the Aryl hydrocarbon Receptor (AhR) is a key mediator of resistant genes and use resveratrol, an AhR antagonist, to revert resistance in melanoma bearing mice.

## Introduction

BRAF inhibitors (BRAFi) target selectively the BRAF V600E/K genetic alteration found in several cancers. Cutaneous melanoma, the most aggressive form of skin cancer, harbor the highest incidence of this mutation (50%)^1,2^. Development of BRAFi in melanoma has thus served as a model for their implementation, revolutionizing personalized medicine. They give an impressive but transient response since resistance ultimately limits their clinical benefit^3–6^. The efficacy of BRAFi is indeed limited by intrinsic/primary mechanisms and/or acquired/secondary resistances^7^. Besides these well describe genomic alterations that mainly promote the reactivation of the MAPK and/or the PI3K-signaling, activation of BRAFi-resistant gene (AXL, EGFR…) constitutes an additional hallmark of resistance^8,9^. Importantly, it has recently been shown that acquisition of these BRAFi resistance programs arise in a subset of melanoma cells and is associated with a dedifferentiated status of the melanoma cells^10,11^. Together, this increases the complexity and fosters the identification of the master regulators driving the expression of these resistance-genes that remain still unknown^12–17^. Here, we mainly focus on the potential role of AhR transcription factor in resistance mechanisms occurring during melanoma treatment by BRAFi.

The Aryl hydrocarbon Receptor (AhR) is a ligand-dependent transcription factor of the basic-helix-loop-helix (bHLH) Per-Arnt-Sim (PAS) family. Exogenous and endogenous binding-ligands, such as TCDD (2,3,7,8-tetrachlorodibenzo-p-dioxin) and FICZ (5,11-dihydroindolo[3,2-b]carbazole-6-carboxaldehyde), respectively^18^, promote AhR translocation into the nucleus. In the nucleus, AhR dimerizes with the AhR nuclear translocator (ARNT), forming a DNA binding complex that binds and activates the transcription of target genes that harbor xenobiotic responsive elements (XREs). AhR agonists thereby induce the expression of, among others, the drug-metabolizing cytochrome P-450 (CYP) enzymes *CYP1A1, CYP1B1*, and *TIPARP*^19^. *CYP1A1* is commonly considered a prototypical AhR target^20^. Increasing evidence indicates that besides its roles in detoxification, AhR is involved in many physiological processes^21,22^, diseases, and cancers^23^.

In this study, we established an important role of AhR transcription factor in controlling sensitivity or resistance to BRAFi in melanoma. In tumor cells, BRAFi constitute new AhR ligands promoting melanoma sensitivity while a small subpopulation of cells has a high canonical AhR activity that is responsible for resistance acquiring and relapse. We also demonstrated that AhR constitutes a therapeutic target to delay relapse during the treatment of melanoma by BRAFi and thus merits to be tested in human. Together, this study contributes to the understanding of the molecular mechanisms driving BRAFi resistance and relapse, and proposes a therapeutic combination to overcome these deleterious effects.

## Results

### BRAFi as new AhR ligands controlling its transcriptional activity

We observed that the BRAFi Vemurafenib (Vem) binds directly to AhR and stimulates its nuclear translocation (Fig. 1a, b). However, surprisingly, in contrast to TCDD (Fig. 1d), Vem failed to stimulate the canonical AhR/ARNT-XRE pathway after dimerization with ARNT (Fig. 1c). Consequently, Vem failed to induce endogenous *CYP1A1* expression (Fig. 1e) and CYP1A enzymatic activity (EROD) as observed with TCDD (Fig. 1f). These results indicated that Vem binds to AhR differently than canonical AhR ligands. Consistently, docking experiments have demonstrated that Vem and the canonical AhR ligand/agonist TCDD interact with AhR at different positions (Fig. 1g). The Vem and canonical AhR ligand binding positions will be hereafter referred as the β- and α-pockets, respectively.

**Fig. 1:**
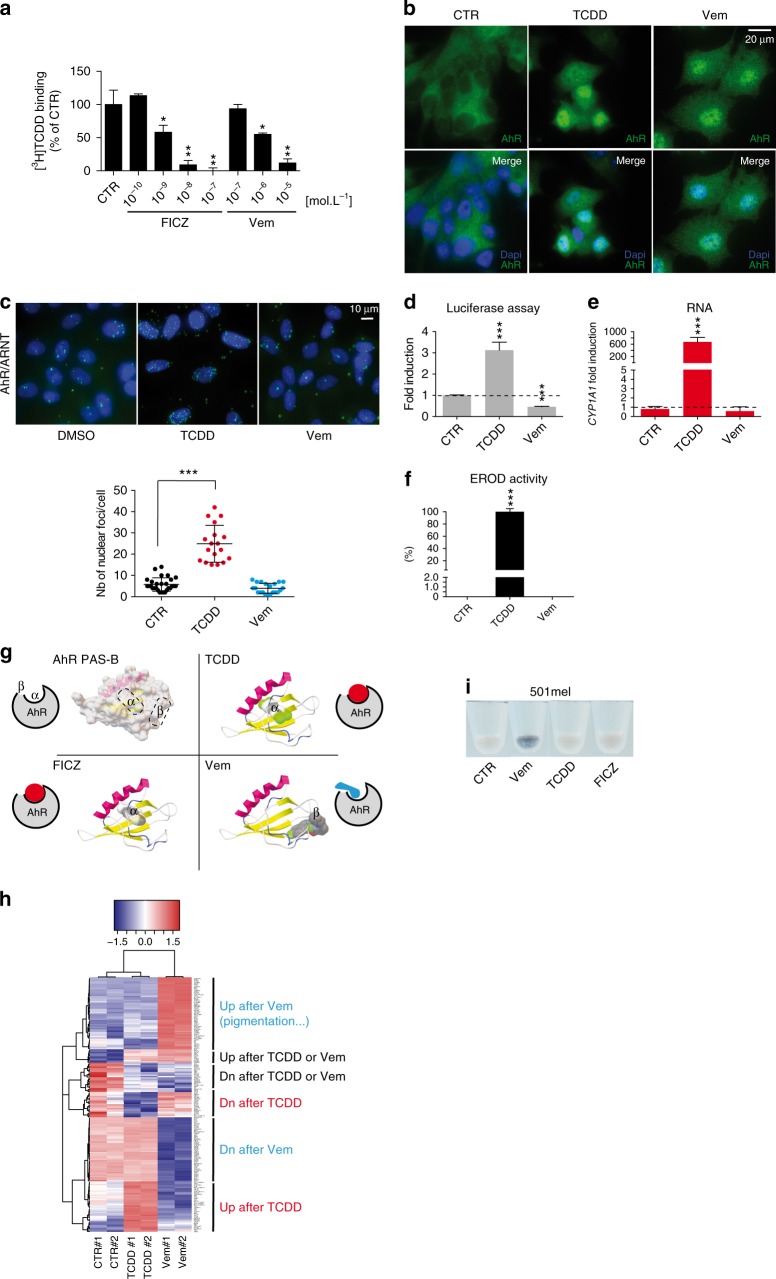
BRAF-V600E inhibitor Vemurafenib binds to AhR and antagonizes the canonical AhR signaling pathway. **a** Competitive binding of FICZ or Vemurafenib (Vem) to AhR. Hepatic cytosol containing AhR was incubated with [^3^H]TCDD in the presence of DMSO (1%) or increasing concentrations of FICZ (10^−10^–10^−7^ mol/L^−1^) and Vem (PLX4032, 10^−7^–10^−5^ mol/L^−1^). **b** AhR nuclear translocation in response to Vem (1 µM) or TCDD (10 nM) in MCF-7 cells. AhR in green (IHC) and nucleus staining in blue. **c** AhR does not dimerize with ARNT in response to Vem (1 µM), in contrast to TCDD (10 nM), in MCF-7 cells. AhR–ARNT interaction was quantified by Proximity Ligation Assay. Hoechst-stained nucleus in blue (*n* = 4). **d**–**f** Vem does not activate the canonical transcriptional AhR response, in contrast to TCDD. **d** Evaluation of AhR transcriptional activity related to AhR/ARNT binding sites (XRE) using p3XRE-luciferase constructs. MCF-7 cells were exposed to 10 nM TCDD or 1 μM Vem or vehicle (DMSO) for 6 h. **e** Vem does not induce *CYP1A1* mRNA, in contrast to TCDD. MCF-7 cells were incubated in the absence or presence of 10 nM TCDD or 1 μM Vem for 15 h. **f** Vem does not induce EROD activity in contrast to TCDD. MCF-7 cells were either untreated or treated with 10 nM TCDD or 1 μM Vem for 6 h. **g** Proposed binding mode of TCDD, FICZ, and Vemurafenib (Vem) into the AhR PAS-B ligand binding domain homology model. Free binding energy is reported in Supplementary Table 1. The two predictive ligand binding pockets are indicated by (α) or (β). **h** Gene expression profile of the 501Mel cells exposed to vehicle, Vem (1 μM) or TCDD (10 nM) (*n* = 2) for 48 h. Heatmap focused on differentially expressed genes in function of treatment (fold change). **i** Vem induces pigmentation in vitro. Picture of 501Mel cell pellets treated with Vem (1 μM) or canonical AhR agonists TCDD (10 nM) or FICZ (1 μM) for 48 h. Data correspond to the mean ± s.d. of three independent experiments. Statistical analysis was performed using an unpaired *t*-test (PRISM6.0^®^) *p < 0.05; **p < 0.01; ***p < 0.001

Importantly, non-canonical binding to AhR was observed with other BRAFi, including Dabrafenib (Dab) (Supplementary Figure 1), indicating that this is not a specific property of Vem only but rather of this chemically related family of molecules^24^. To investigate the molecular consequences of BRAFi-recruitment on AhR, we established the transcriptomes of BRAF-V600E melanoma cells (501Mel) exposed to Vem and to TCDD. 

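501Mel is an established human melanoma cell line. Its cells were exposed for 48 h to vehicle (DMSO), to 1 μM Vem or to 10 nM TCDD, and 2 libraries were made per treatment. The authors prepared stranded mRNA libraries, sequenced read pairs, aligned them with STAR to hg19, which is GRCh37, and counted them per gene symbol with featureCounts. The deposited values are these raw counts without normalization, for 56638 gene symbols and 96 control sequences, of which 92 are ERCC spike-ins added to the RNA. The counts on genes were 19841435 and 25076925 in the vehicle libraries, 15944197 and 14632070 in the Vem libraries, and 23271945 and 14338839 in the TCDD libraries. Control sequences were left out of the tests. The counts were scaled with edgeR's TMM factors, and 16080 genes passed edgeR's filter on low counts. One model was fitted to all 12 libraries of the study, which include 6 further libraries with RSV, so that the spread between replicates was estimated across the 6 groups. A gene was called differentially expressed at an adjusted p below 0.05, the threshold of the paper, which used DESeq2. With 2 libraries per group, an exact permutation test of a single gene cannot pass this threshold, so the p-values rest on the fitted model. The common biological coefficient of variation was 0.0915. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 23.4 in the vehicle group, 6.72 with Vem and 4.8 with TCDD.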

Interestingly, specific and mutually exclusive signatures were identified (Fig. 1h). 

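Vem changed 8422 of the tested genes relative to vehicle, 4093 of them higher and 4329 lower, and TCDD changed 1082 genes, 759 higher and 323 lower. Of the alternatives run, a threshold of 1 on the absolute log2 fold change left the fewest genes with Vem, 2948. Scaling to the ERCC spike-ins, an alternative chosen after the data were seen, left the fewest with TCDD. It shifted the median of all genes by -0.65 on the log2 scale with Vem and by -0.51 with TCDD, and left 195 genes higher and 3620 lower with Vem, and 2 higher and 8 lower with TCDD. In the TMM-scaled data 743 genes were called with both ligands, which is 68.7% of the genes called with TCDD, while Vem changed 52.4% of all tested genes. Of these shared genes, 285 were higher and 160 lower with both ligands, 230 were lower with Vem and higher with TCDD, and 68 were higher with Vem and lower with TCDD. Vem alone changed 7679 genes and TCDD alone 339, a division that rests on the threshold and does not test the difference between the ligands. The direct comparison of Vem with TCDD called 8131 genes. Across genes, which are not independent replicates, the log2 fold changes of both ligands had a Pearson r of 0.19 and a Spearman rho of 0.23. Both comparisons share the vehicle libraries. In 15 simulations of groups without any change, this sharing gave a mean Pearson r of 0.44 (range 0.41 to 0.46). Those fold changes were noise only, whereas Vem changed 52.4% of the tested genes here. The simulated value is therefore no baseline for the measured r. Among called genes with a mean count of at least 50 in the higher group and no overlap between the groups, the largest increases with Vem were in KCNJ13 (log2 fold change 5.12, standard error 0.26, adjusted p = 3.14e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), PTGDS (4.88) and CTD-2006K23.1 (4.68). ETV4 fell by 6.79 and DUSP6 fell by 6.35 on the log2 scale, and SPRR2D, with no more than 3 counts in either Vem library, was at least 10.9-fold lower. Under the same limits, the largest increases with TCDD were in CD96 (log2 fold change 2.76), CYP1A1 (2.62, standard error 0.12, adjusted p = 3.60e-10 from the same test) and CTD-2023N9.1 (2.55), and the largest decreases in DDAH1 (-2.26), EMB (-2.17, but -3.52 without TCDD replicate 1) and ZNF114 (-1.63).

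**Figure D1:**
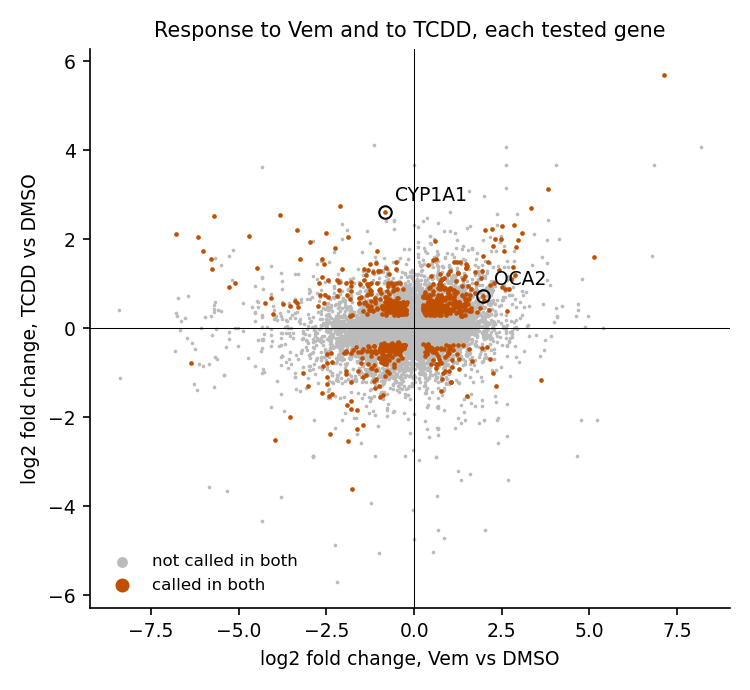
Log2 fold change over vehicle of each tested gene with Vem (x axis) against TCDD (y axis), with the genes called in both comparisons marked. Of the 743 marked genes 445 changed in the same direction and 298 in opposite directions.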

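Pigmentation and MITF-target genes were followed as a list of 14 genes, the β-signature genes of Fig. 3a. The paper's methods cite earlier work for its pigmentation genes. With Vem the median log2 fold change of the list was 0.51 over vehicle under TMM scaling, and -0.14 under spike-in scaling, which lowered all genes. Of the 14 genes, 12 were called higher and 1 lower, both over all genes tested and adjusted over the list alone. The list lay above the other tested genes (camera adjusted p = 1.95e-06 over a family of 60 list tests, two-sided). Of the 33 tests that camera called in this family, 30 held under fry and 14 when the correlation between genes was estimated from the data. The call on the β list with Vem held under fry but not with the estimated correlation. With each library left out in turn, the median stayed between 0.44 and 0.66, the highest without vehicle replicate 1. TYRP1 rose from 5729 ± 309 to 16140 ± 833 CPM, counts scaled to library size (SD, n = 2 libraries each), a log2 fold change of 1.49. MLPH rose by 1.1, TYR by 0.38 and MLANA by 0.37. MITF itself was not called (log2 fold change 0.21, standard error 0.15, adjusted p = 0.264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its change was 0.40 without vehicle replicate 1, 0.067 without vehicle replicate 2 and -0.44 under spike-in scaling. MC1R was the 1 gene called lower, at -0.67 with an adjusted p = 0.0127, which DESeq2 put at 0.0530.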

Consistent with the ability of Vem to increase pigmentation in cultured melanoma cells (Fig. 1i) and, in some patients’ nevi (Supplementary Figure 2a), the Vem-induced signature was enriched in MITF-targets and in pigmentation genes (Fig. 1h)^25,26^. This signature, which significantly overlaps with the classical melanoma proliferative signature^14,15^, was only observed with β-pocket ligands (Vem, Dab) and not with α-pocket ligands such as TCDD and Benzo(*a*)pyrene.

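With TCDD the same 14 genes had a median log2 fold change of 0.17, with values from -0.24 (MITF) to 0.73 (OCA2), and under spike-in scaling the median was -0.34. TCDD raised 4 of them over all genes tested and 6 adjusted over the list alone. The list lay above the other genes (camera adjusted p = 8.56e-04), which held under fry but not with an estimated correlation. Without vehicle replicate 1 the median was 0.29, and it stayed between 0.12 and 0.20 when any other of these libraries was left out. TYR was higher with TCDD than with vehicle (log2 fold change 0.59, standard error 0.083, adjusted p = 2.63e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Compared directly with TCDD, Vem gave a median of 0.46, with 10 genes higher and 2 lower (camera adjusted p = 5.42e-04, which again did not hold with an estimated correlation). TYR was the other way, at -0.21 (standard error 0.083, adjusted p = 0.0411 from the same test). Dab and Benzo(a)pyrene were not analysed here. The paper reports this signature with Vem and Dab, as β-pocket ligands, and not with TCDD or Benzo(a)pyrene.

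**Figure D2:**
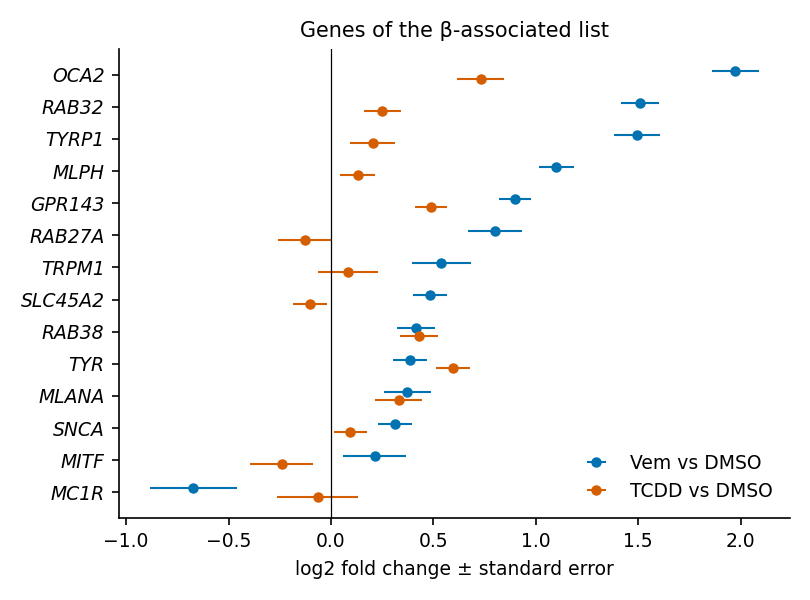
Log2 fold change over vehicle of the 14 β-signature genes with Vem and with TCDD, under TMM scaling. With Vem 12 genes were called higher and 1 lower, and with TCDD 4 were called higher; spike-in scaling put both medians below 0, at -0.14 and -0.34.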

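OCA2 lies on chromosome 15 of GRCh37 from 28000021 to 28344461 on the minus strand and has 24 annotated exonic segments. It was counted 2294 and 2125 times in the vehicle libraries and 5809 and 5073 times in the Vem libraries. Its TMM-scaled level was 116 and 86.0 CPM in the vehicle libraries, 397 ± 9.99 CPM with Vem and 167 ± 4.61 with TCDD (SD, n = 2 libraries each). Vem raised it by 1.98 on the log2 scale (standard error 0.12, adjusted p = 2.06e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the largest increase in the β-signature list. Both Vem libraries lay above both vehicle libraries, and the change stayed between 1.79 and 2.21 when each library was left out in turn. Spike-in scaling moved it most, to 1.32. TCDD also raised OCA2 (standard error 0.11, adjusted p = 6.54e-04 from the same test), by 0.22 under spike-in scaling, where it was not called. Vem exceeded TCDD by 1.24 (standard error 0.11, adjusted p = 5.03e-08 from the same test).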

The pigmentation gene *Oculocutaneous Albinism Type II* (*OCA2*)^27^ was particularly induced in Vem-exposed cells, and its level of expression was selected as a readout for AhR β-activation (Supplementary Figure 2a)^28^. Critically, genetic and chemical inhibition of AhR abrogated Vem-induced *OCA2* expression and subsequent induction of pigmentation (Supplementary Figure 2c-e). As anticipated from data reported in Fig. 1, ARNT was not required for Vem-induced *OCA2* expression, while ARNT depletion impaired TCDD-induced *CYP1A1* expression (Supplementary Figure 2h). Since off-target effects of Vem have been so far attributed to the paradoxical activation of the MAP Kinase pathway^24^, we investigated the role of the MAPK pathway in the Vem-induced β-signature. We showed that the Vem-induced β-signature is independent of the phosphorylated status of ERK (Supplementary Figure 3) and is maintained in the presence of MEKi (Supplementary Figure 4a-c). Thus, the Vem-induced β-signature cannot be ascribed to BRAFi-induced paradoxical MAPK activation.

Due to the relative proximity between the α- and β-pockets, we hypothesized that ligands targeting the α-pocket could prevent the effect of molecules binding the β-pockets such as Vem. To illustrate this point, cells were exposed to an AhR-agonist or -antagonist (TCDD and CH-223191, respectively) that targeted the α-pocket, prior to Vem treatment. As envisaged, the occupancy of the α-pocket by either an AhR agonist or antagonist prevented Vem-associated effects (Supplementary Figure 4d-g). Reciprocally, Vem prevented the binding of TCDD in the α-pocket, demonstrating that Vem acts as an AhR antagonist (Supplementary Figure 4f). We further illustrated this latter capability by quantifying the AhR–ARNT/XRE complex formation that was reduced in the presence of Vem (Supplementary Figure 4g).

### AhR directs dedifferentiation and resistance to BRAFi

The sensitivity of melanoma cells to BRAFi is associated with cellular differentiation state (i.e., MITF^high^ or pigmentation signature)^11,25,26^. Considering AhR-activation modulates the pigmentation program in melanoma cells, we investigated whether the AhR gene expression program is connected to BRAFi resistance^3–6^. We measured the transcriptional activity of both AhR canonical and non-canonical in melanoma cell lines from the “Cancer Cell Line Encyclopedia” (CCLE)^29^, using representative 14 and 19 genes of the β- and α-signatures, respectively, and 16 genes from the BRAFi-resistance signature^13–16,25,30^. Whereas the β-signature was highly represented in the proliferative and BRAFi-sensitive cell lines, the α-signature was most prominent in BRAFi-resistant lines (Fig. 2a) and co-occurred with the resistance signature (Fig. 2b)^15,29^. In accordance with the recent classification of melanoma cells based on their differentiation states (melanocytic, M; transitory, T; neural crest-like, N; and undifferentiated cells, U), we confirmed that BRAFi-resistant cells are mostly dedifferentiated^10^. Moreover, the resistance-signature significantly overlapped with the invasive gene expression signature^15^ and dedifferentiated cell state (Fig. 2c)^10,15,16,30,31^.

**Fig. 2:**
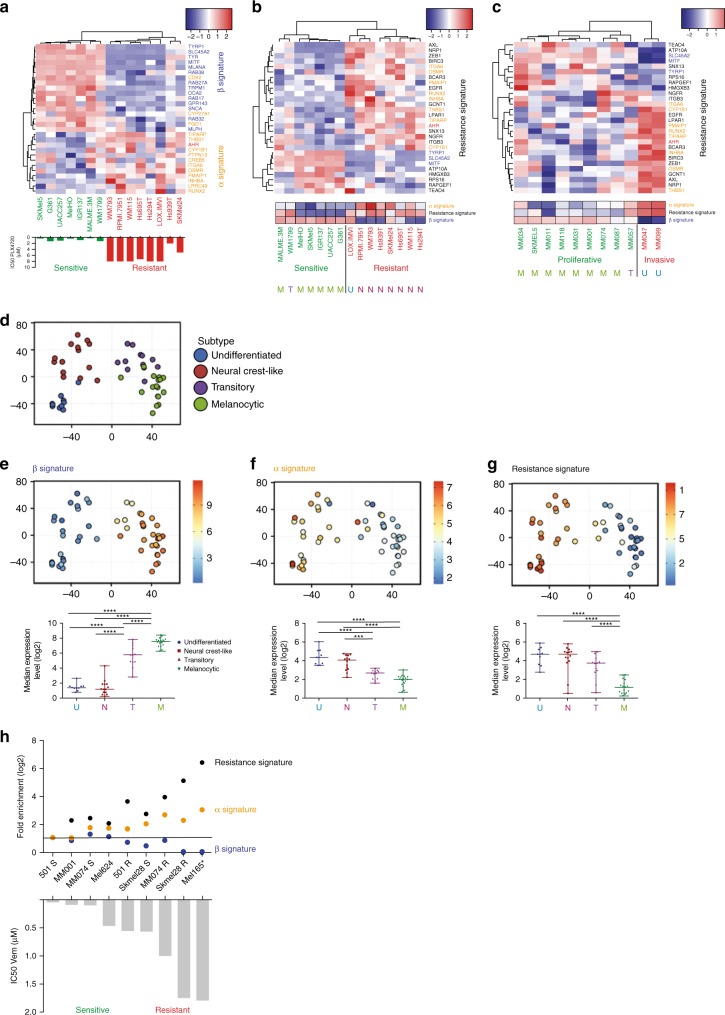
AhR signature correlates with dedifferentiation states of melanoma cell lines and resistance to BRAFi. **a** Expression heatmap for β- and α-signature genes in different Vem-sensitive or -resistant melanoma cell lines from the Cancer Cell Line Encyclopedia RNAseq dataset (GEO, GSE36134^29^). IC50 values for PLX4720 were obtained from Supplementary Table 7 of ref. ^29^. Genes and clusters with similar expression profiles across the cohort are placed close to each other in the grid. **b** Expression heatmap for BRAFi resistance genes in different Vem-sensitive or -resistant melanoma cell lines from Cancer Cell Line Encyclopedia RNAseq dataset (GEO, GSE36134^29^) (top) and average signatures for the α- (established by the median of expression of AhR target genes: *INHBA*, *THBS1*, *RUNX2*, *REEP2*, *PMAIP1*, *OSMR*, *LRRC49*, and *CYP1B1*), for the β- (established by the median of expression of pigmentation genes: *GPR143*, *TYR*, *SLC45A2*, *RAB38*, *SNCA*, *MLPH*, *MLANA*, and *MITF*), and for the resistance genes (*AXL*, *GCNT1*, *NRP1*, *ZEB1*, *ITGA1*, and *LPAR1*) (mid). Differentiation status for melanoma cell lines consistent with the four-stage differentiation model (melanocytic: M, transitory: T, neural crest-like: N, and undifferentiated: U)^10^ has been established for the different melanoma cell lines considering average signature from subtype genes described in supplemented files from Tsoi et al.^10^ (bottom). **c** Expression heatmap for β-, α-, and resistance genes signatures in the melanoma cultures dataset from the GEO dataset (GSE60664^15^) depending on their proliferative or invasive states. Average signatures and differentiation status for melanoma cell lines have been indicated at the bottom. **d** PCA of melanoma cell line datasets obtained by the cluster prediction assignment (from melanoma dedifferentiation signature resource from Graeber’s lab: http://systems.crump.ucla.edu/dediff/)^10^. **e**–**g** *MLANA*, *PMAIP1*, and *AXL* expression PCA color maps illustrating, respectively, β- (**e**), α- (**f**), and resistance signatures (**g**) from different subtypes of melanoma cell lines dataset from Graeber’s lab (top). Boxplots of selected β-genes (as described above) in different subtypes of melanoma cell lines (U, undifferentiated; N, neural crest-like; T, transitory; M, melanocytic) (bottom). Number in each group: U = 10, N = 14, T = 12, M = 17. Whiskers reflect median of expression with range. One-way ANOVA and Tukey’s test: ***p < 0.001, ****p < 0.0001. **h** Fold expression level (log2) for average β-, α-, and resistance genes signatures in different melanoma cell lines from the lab compared to the 501Mel cell line (top). Vem sensitivity has been established by cell density measurement and calculation of the IC50 (bottom) using GraphPad (PRISM6.0^®^) 4 days after every 2 days of treatment with an increasing concentration of Vem. Asterisk: NRAS mutant

To challenge these observations, we first re-analyzed the recently published Graeber’s melanoma data sets^10^ using their online webtool characterizing melanoma subtypes (M, T, N, or U) (Fig. 2d) and showed that the β-signature decorates differentiated melanoma (M or T) cells (Fig. 2e) while the α- (Fig. 2f) and resistance signatures (Fig. 2g) are associated with dedifferentiated cell states (N and U). Second, using an additional set of melanoma cells lines that include three pairs of BRAFi sensitive/resistant cells (S and R), we demonstrated that acquisition of BRAFi resistance correlates with an increase in the α- and resistance signatures as well as a concomitant decrease in the β-signature (Fig. 2h). Together these results, suggest that AhR endorses this β- to α-signature shift. Interestingly, BRAFi/MEKi double blockade led to similar β- to α-reprogramming (Supplementary Figure 5)^32^.

### AhR signatures classify patients’ tumors

Having established that AhR-signatures discriminate cell differentiation states and sensitivity/resistance to BRAFi, we explored these AhR signatures in melanoma samples. We first examined melanoma samples from the TCGA cohort^29^. Interestingly, we found that melanoma samples, naive of BRAFi treatment, segregated according to the α- and β- signatures (Fig. 3a). Almost 9% of these clinical biopsies showed a marked expression of the β-signature and 8% the α- and resistance-signatures in bulk analyses, thereby supporting the notion that the nature of the patient’s response to BRAFi and time before relapse may be in part predefined (Fig. 3b). Again, we found that in these melanoma samples, the β-signature decorated differentiated melanoma samples (M and T) and the α- and resistance-signature undifferentiated ones (N and U) (Fig. 3d–f).

**Fig. 3:**
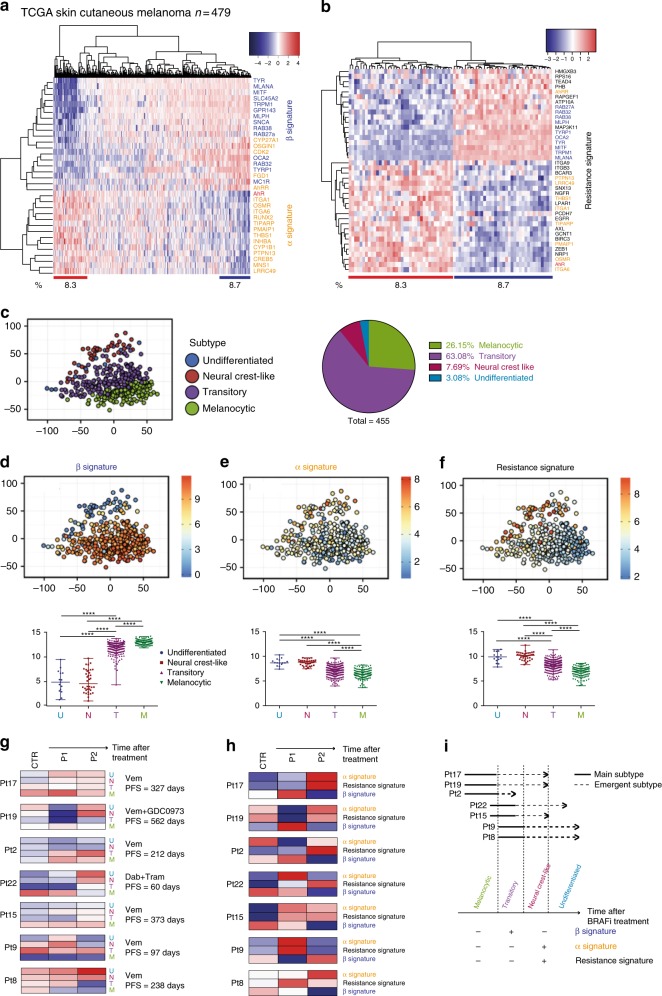
In patients’ tumors, AhR signatures correlate with cell-dedifferentiation states and resistance to BRAFi. **a** Expression heatmap depicting mRNA expression of individual genes for pigmentation signature (blue, β signature) and AhR target genes (orange, α signature) in non-treated melanoma patient dataset from TCGA (SKCM, *n* = 459)^29^. **b** Expression heatmap depicting mRNA expression of individual genes for BRAFi resistance genes in non-treated melanoma patients dataset from TCGA (SKCM, *n* = 459) with high level (*n* = 40) or low level of expression (*n* = 34) for *AhR*. **c** PCA of TCGA datasets obtained by the cluster prediction assignment (melanoma dedifferentiation signature resource from the Graber lab: http://systems.crump.ucla.edu/dediff/)^10^ and pie-chart representation of the melanoma dedifferentiation subtypes. **d**–**f** *MLANA*, *PMAIP1*, and *AXL* expression PCA color maps illustrating, respectively, β- (**d**), α- (**e**), and resistance signatures (**f**) from the TCGA dataset (top). Boxplots of selected β-, α-, and resistance genes (as described above) in different untreated melanoma patients’ biopsies from TCGA (U, undifferentiated; N, neural crest-like; T, transitory; M, melanocytic) (bottom). Number in each group: U = 14, N = 35, T = 287, M = 118. Whiskers reflect median of expression with range. One-way ANOVA and Tukey’s test: ***p < 0.001, ****p < 0.0001. **g** Expression heatmap for melanoma differentiated state signatures in BRAFi-treated melanoma. **h** Expression heatmap for average β-, α-, and resistance signatures in BRAFi-treated single-drug (i.e., BRAFi) or double-drug (i.e., BRAFi + MEKi) melanoma patients during resistance acquiring (RNAseq dataset GEO, GSE65185^13^). Clinical data are available from supplemental table S1 from Hugo et al.^13^. **i** Schematic representation of temporal transcriptional regulation of different signatures in a melanoma patient treated with BRAFi

Second, we investigated the β- to α-signature shift in patients exposed to single or double drug-blockade (BRAFi or BRAFi + MEKi) by classifying their melanoma biopsies during the medication course (before, during, and at relapse) according to differentiated states (U, N, T, M) (Fig. 3g) and AhR-associated signatures (β-, α-, and resistance) (Fig. 3h). As anticipated from former TCGA results and recent studies, melanoma samples naive of any treatment (CTR) are characterized by an elevated intra- and inter-tumoral heterogeneity in terms of differentiation states and AhR signatures (Fig. 3g, h). For example, tumor no. 17 illustrates a melanocytic subtype (about 26% in the TCGA cohort) whereas tumor no. 9 a transitory subtype (about 63% in the TCGA cohort). Now, when exposed to drugs (BRAFi alone or BRAFi/MEKi) and according to the initial differentiation state, we observe either a strong β-signature (P1: Pt −17 −19 −2) followed by a switch to the α-signature (P2) or an immediate α-switch (P1: Pt −15 −9 122 −8). This immediate α-switch occurs for marked β-signature tumors (Fig. 3h). Again, the appearance of the α-signature co-occurred with the resistance signature and dedifferentiation process (Fig. 3i), as observed in melanoma cell lines (Fig. 2e–h), supporting these AhR-dependent activation programs.

### AhR controls BRAFi resistance in melanoma persister cells

It is noteworthy that the T, N, and U emerging subtypes arise within tumors in the presence of BRAFi (dotted line in Fig. 3i), suggesting that either the protective capacity of BRAFi in maintaining cells in a melanocytic state is overcome or that small and almost undetectable, but initially present, T, N, and U subpopulations emerge while melanocytic and BRAFi-sensitive populations diminish^10,11^. To characterize these sub-populations further, we investigated publicly available single-cell analyses that were more informative than bulk analyses^33^ (Fig. 4a). As anticipated, only a small subpopulation of melanoma cells expressed a combination of BRAFi-resistance markers (EGFR, ZEB1…) and an α-signature. These cells (10%) are representative of N or U states (Fig. 4b, c). Now examining, cell-sorted EGFR-positive cells that are able to form colonies in the presence of a BRAFi^16^ (Fig. 4d), we found that this minor subpopulation corresponds to dedifferentiated states of melanoma (N or U) expressing α- and resistant signatures (Fig. 4c–e). In contrast, the EGFR-negative cells exhibited a β-signature (M or T).

**Fig. 4:**
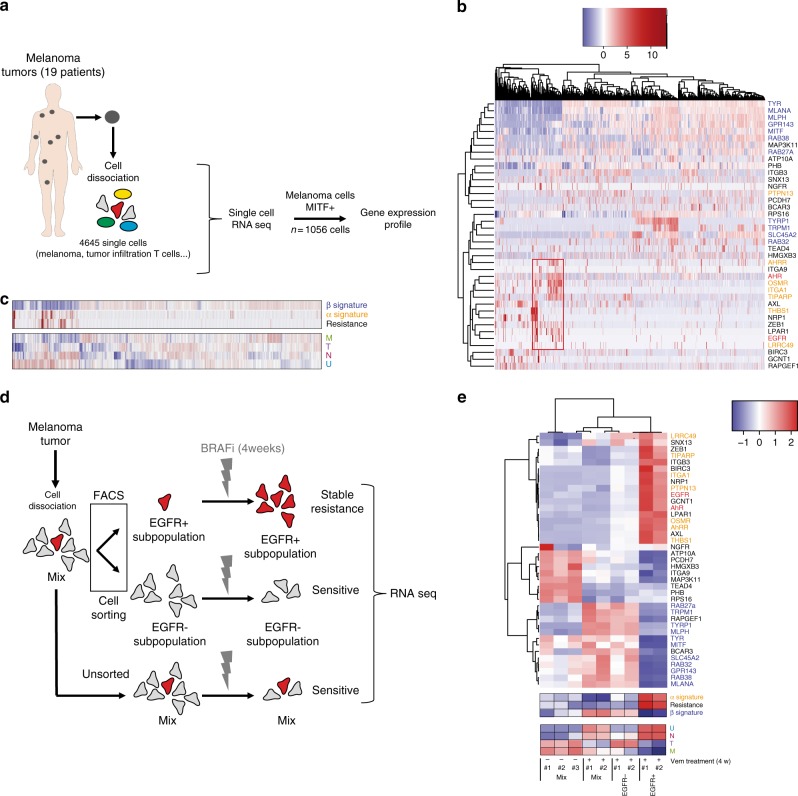
Role of AhR in melanoma cell resistance: single cell analyses. **a** Schematic representation of analysis of data from single cell analysis of BRAFi-resistant melanoma (19 patients). Cells from tumors of the different patients have been dissociated and individually sequenced for RNA expression (4650 cells) (RNAseq dataset, GEO, GSE72056^33^). One filter has been included to only focus on melanoma cells expressing the *MITF* gene. **b** Expression Heatmap for genes corresponding to α- and β-signatures and depicting mRNA expression of individual genes for BRAFi resistance genes using data from single cell analysis of BRAFi-resistant melanoma (19 patients) (1056 cells). **c** Expression heatmap for average β-, α-, and resistance signatures (top) and melanoma differentiated state signatures using data from single cell analysis of BRAFi-resistant melanoma. **d** Schematic representation of analysis of data using an RNA-Seq dataset obtained from BRAFi-treated melanoma cells (from 2 patients) (from supplemented information^16^). Cell sorting has been performed on dissociated tumors to isolate EGFR-negative or -positive cells that are able to resist BRAFis and to generate colonies after long-term treatment. **e** Expression heatmap for genes corresponding to individual genes (top) of α- and β-signatures and depicting mRNA expression for BRAFi resistance, average signatures (middle) and differentiated state signatures (bottom) using an RNA-Seq dataset obtained from BRAFi-treated melanoma cells^16^. The human silhouettes have been adapted (change of color background) from Servier Medical Art, licensed under a CC BY 3.0 FR [https://smart.servier.com/smart_image/shape-29/]

Together, these data suggest that BRAFi-resistant cells represent an innate/intrinsic small subpopulation of α-cells, generally undetectable through bulk analyses. These resistant cells become predominant in drug-resistant lesions/cultures upon drug-exposure probably due to cell death of sensitive β-cells (Fig. 5a)^16^.

**Fig. 5:**
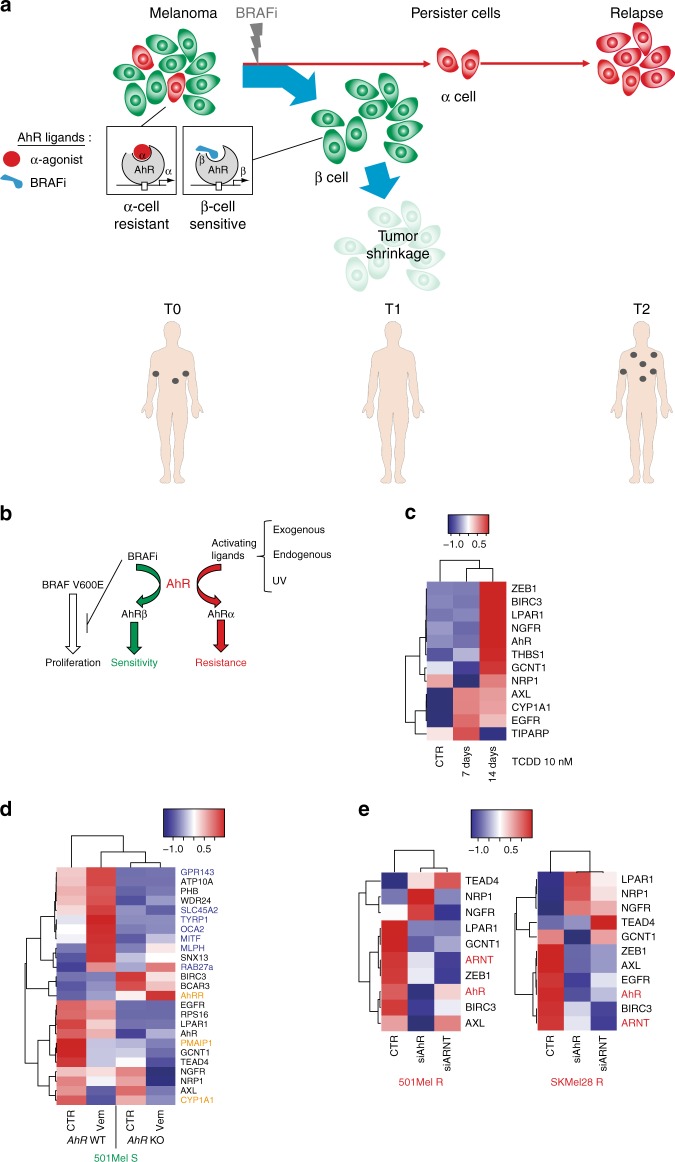
Long-term canonical activation of AhR drives melanoma resistance to BRAFi. **a** Graphical representation of AhR function controlling melanoma cell sensitivity or resistance during BRAFi treatment. A high level of heterogeneity is observed among melanomas with a high proportion of highly differentiated and β-cells sensitive to BRAFi (induction of pigmentation by AhR: β signature) and a weak number of undifferentiated and α-cells resistant to BRAFi (induction of α signature and resistance genes). These persister cells constitute a cell reservoir leading to melanoma relapse. **b** Graphical model of AhR activation by BRAFi and α-ligands, with α-ligands dictating melanoma resistance. **c** Expression heatmap for resistant genes in 501Mel cells treated for 7–14 days with TCDD (10 nM). **d** 501 melanoma cells (501Mel) were pre-treated daily or not for 2 weeks with TCDD (10 nM) and treated 4 days with increasing concentrations of Vem in order to establish cell density measurements and calculate IC50 (sensitivity to Vem). Values, calculated with GraphPad (PRISM6.0^®^), represent the IC50 of Vem for control cells (without TCDD pre-treatment) or after 2 weeks of TCDD. **e** Expression heatmap for β-, α-, and resistance genes in 501Mel cells invalidated or not for AhR by CRISPR/Cas9 before or 48 h after treatment with Vem (1 μM). **f** Expression Heatmap for β-, α-, and resistance genes in 501Mel and SKMEL28 (R) cells knocked-down for *AhR* or *ARNT* using siRNA. The human silhouettes have been adapted (change of color background) from Servier Medical Art, licensed under a CC BY 3.0 FR [https://smart.servier.com/smart_image/shape-29/]

Our results also indicate that AhR signaling is maintained in a constitutively activated α-state in resistant cells. Since we did not find any recurrent mutation that may support constitutive activation of AhR in the TCGA melanoma cohort (cBioPortal: http://www.cbioportal.org/index.do), we hypothesized that endogenous α-ligands produced in drug-resistant cells may result in sustained activation of the AhR/ARNT pathway (Fig. 5b) and thereby promote the α-signature. Consistent with this possibility, we observed that the fate of β-cells could be redirected into α-cells upon exposure to α-ligands (TCDD), increasing the BRAFi-resistance gene signature (Fig. 5c), and that AhR drives the expression of BRAFi-resistance genes (*AXL* and *NRP1* among others) via the binding of promoter containing XRE motifs (Supplementary Figure 6). Finally, loss-of-function experiments confirmed that α- and resistance signatures were both AhR- and ARNT-dependent (Fig. 5e, f).

### AhR as a therapeutic target to delay resistance to BRAFi

To exploit the potential therapeutic implications of these findings, we screened for molecules that impair deleterious α-activation of AhR (Fig. 6a). To this end, we performed in silico modeling combined with in vitro biochemical assays using a wide range of well-characterized AhR ligands, including exogenous and endogenous agonists (i.e., TCDD & B(a)P and FICZ & L-kynurenine, respectively) and antagonists (i.e., CH-223191 or Resveratrol, RSV) (Fig. 6 and Supplementary Figure 7a). These analyses identified the well-tolerated molecule RSV, which selectively binds the α-pocket of AhR^34^ (Fig. 6b). 

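The RSV libraries belong to the same set of 12 and were analysed in the same model. 501Mel cells received 5 μM RSV alone, with 1 μM Vem or with 10 nM TCDD for 48 h, in 2 libraries per treatment. The paper and the treatment protocol recorded with the samples give 10 nM TCDD for the combination. The label of the RSV+TCDD libraries gives 1 nM, and the dose was not settled from the counts. The counts on genes were 15375956 and 18168534 with RSV, 18818133 and 20448379 with RSV+TCDD, and 17631920 and 8378655 with RSV+Vem, so the last library has the lowest depth of the 12. The chi-square per degree of freedom between replicates was 13.4 with RSV, 9.34 with RSV+TCDD and 8.83 with RSV+Vem. The median SD of log2 CPM was 0.133, 0.113 and 0.120 in the same order. To ask whether RSV changed the response to a ligand, the effect of the ligand with RSV was compared with its effect without RSV as an interaction in the model, on the log2 scale. RSV+TCDD was also compared with RSV, since that comparison shares no library with the choice of genes by TCDD.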

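CYP1A1 lies on chromosome 15 of GRCh37 from 75011883 to 75017877 on the minus strand. Its level was 23.3 ± 0.306 CPM with vehicle, 144 ± 17.0 with TCDD, 68.3 ± 1.08 with RSV and 42.0 ± 0.320 with RSV+TCDD (SD, n = 2 libraries each). RSV+TCDD was lower than TCDD by a log2 fold change of -1.77 (standard error 0.12, adjusted p = 8.29e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher than vehicle by 0.85 (standard error 0.12, adjusted p = 2.75e-05 from the same test), but lower by a log2 fold change of -0.35 under spike-in scaling. RSV alone raised CYP1A1 by 1.55 (standard error 0.12, adjusted p = 4.36e-08), and adding TCDD to RSV changed it by -0.70 (standard error 0.12, adjusted p = 0.00185). The interaction of RSV and TCDD was -3.32 (standard error 0.17, adjusted p = 1.50e-09). Spike-in scaling moved the interaction most, to -3.85, and it stayed between -3.44 and -3.20 when each library was left out in turn. The α-signature was followed as 19 genes, the orange genes of Fig. 3a and AHR, of which 17 had enough counts to be tested. The paper's methods cite earlier work for its AhR target genes. Their median log2 fold change with TCDD was 0.078 (0.15 with 1 gene near 0 counts set at its bound), and -0.43 under spike-in scaling. TCDD raised 4 and lowered 1 of them over all genes tested (6 and 2 adjusted over the list alone), and the list did not differ from the other genes (camera adjusted p = 0.20), although it passed an unadjusted p of 0.05 under fry. The median was 0.17 without TCDD replicate 1 and 0.028 without TCDD replicate 2. Of the named genes, TIPARP rose by 0.96 (standard error 0.11, adjusted p = 5.71e-05) and CYP27A1 by 0.64 with TCDD. CYP1B1 rose by 2.20 (standard error 0.58, adjusted p = 0.0298), the largest rise in the list, from 4 and 3 counts in the vehicle libraries to 18 and 9. Relative to vehicle, RSV+TCDD put the list at a median of 0.18, with 7 genes higher and 3 lower (camera adjusted p = 0.162). TIPARP was higher by 0.62 and CYP27A1 by 0.81. Spike-in scaling shifted the median of all genes in that comparison by -1.19. In RSV+TCDD relative to TCDD the list had a median of 0.020 (camera adjusted p = 0.501), with 6 genes higher and 5 lower. This median was -0.088 without TCDD replicate 1, -0.066 without RSV+TCDD replicate 1 and -0.63 under spike-in scaling. In RSV+TCDD relative to RSV the median was 0.098, with 1 gene higher and 2 lower (3 and 3 adjusted over the list alone, camera adjusted p = 0.985). It was -0.038 without RSV+TCDD replicate 1 and -0.90 under spike-in scaling. These calls come from the model without a term for replicate number, although replicate differences correlated between RSV and RSV+TCDD (r = 0.46 across genes). For the interaction of RSV and TCDD, the model called 0 of the 17 genes over all genes tested and 4 adjusted over the list alone, 1 higher and 3 lower, while 1268 of all tested genes had an unadjusted p below 0.05. TIPARP had an interaction of -0.70 (standard error 0.16, adjusted p = 0.105 from the same test), with an adjusted p = 0.0247 in DESeq2.

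**Figure D3:**
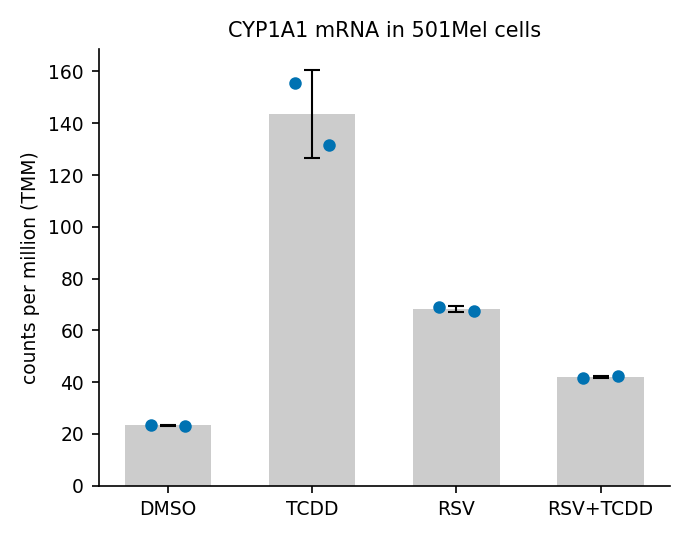
CPM of CYP1A1 with vehicle, TCDD, RSV and RSV+TCDD, TMM-scaled; bars are means, error bars the SD and dots the 2 libraries. The mean was 144 with TCDD and 42.0 with RSV+TCDD, against 23.3 with vehicle; spike-in scaling put RSV+TCDD below vehicle.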

Critically, RSV-TCDD co-treatment failed to induce *CYP1A1* (Fig. 6c) and several other genes (Fig. 6d, Supplementary Figure 7b) of the α-signature, illustrating the effectiveness of RSV to counteract α-ligands^35^. RSV also inhibited BRAFi-induced pigmentation and induction of the β-signature, confirming the ability of α-ligands to compete with β-ligands for AhR binding (Fig. 6 and Supplementary Figures 3 and 8). 

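In RSV+Vem relative to Vem, the 14 β-signature genes had a median log2 fold change of -0.89 and all were called lower, both over all genes tested and adjusted over the list alone (camera adjusted p = 4.88e-17). RSV alone lowered the same genes relative to vehicle, with a median of -0.74 and 13 called lower (14 adjusted over the list alone; camera adjusted p = 4.39e-11). With RSV present, Vem still raised the list, with a median of 0.43 and 11 genes higher and 1 lower (camera adjusted p = 1.41e-09), although the median was -0.083 under spike-in scaling. Relative to vehicle, RSV+Vem left the list at -0.22, with 2 genes higher and 6 lower (camera adjusted p = 0.204). Over the list the interaction of RSV and Vem had a median of -0.13, with 1 gene higher and 4 lower, and did not pass the threshold (camera adjusted p = 0.0940). It was -0.29 without vehicle replicate 1, -0.075 without vehicle replicate 2, 0.0034 under spike-in scaling, and passed an unadjusted p of 0.05 with RLE factors in place of TMM and without a filter on low counts. With the 8 β genes of the legend of Fig. 2b, a version chosen for this comparison after the data were seen, it was -0.21 and also passed. That call did not hold with an estimated correlation. OCA2 had 41.9 ± 3.83 CPM with RSV and 152 ± 3.57 with RSV+Vem (SD, n = 2 libraries each). It was lower in RSV+Vem than in Vem by a log2 fold change of -1.38 (standard error 0.11, adjusted p = 6.80e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RSV alone changed it by -1.27 (standard error 0.12, adjusted p = 3.48e-07). Adding Vem to RSV raised OCA2 by 1.86 (standard error 0.12, adjusted p = 4.75e-09), and the interaction was -0.11 (standard error 0.16, adjusted p = 0.659), -0.35 without vehicle replicate 1, 0.077 without vehicle replicate 2 and 0.035 under spike-in scaling. RSV+Vem exceeded vehicle by 0.59 (standard error 0.11, adjusted p = 3.33e-04), but was at -0.089 under spike-in scaling. The paper takes the lower induction of the β-signature with RSV as further evidence that α-ligands can compete with β-ligands for binding to AhR. Its other evidence, not analysed here, includes TCDD or CH-223191 given before Vem, and TCDD binding in the presence of Vem (Supplementary Figure 4d-g).

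**Figure D4:**
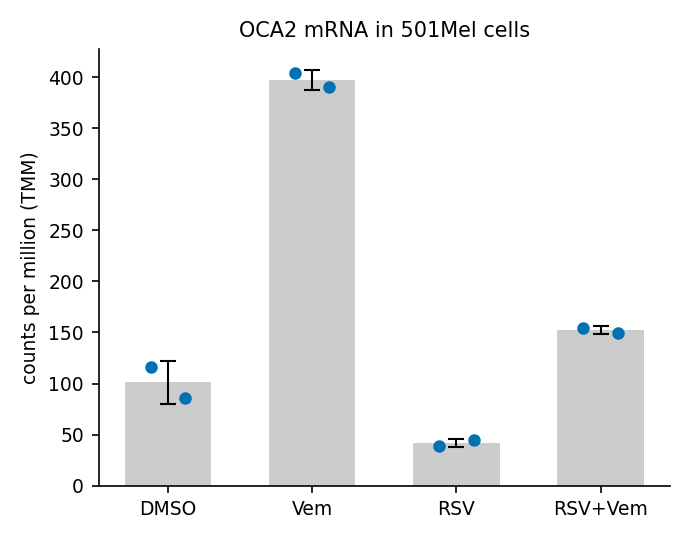
CPM of OCA2 with vehicle, Vem, RSV and RSV+Vem, TMM-scaled; bars are means, error bars the SD and dots the 2 libraries. Vem raised the mean to 397 without RSV and from 41.9 to 152 with RSV; under spike-in scaling RSV+Vem lay slightly below vehicle.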

Importantly, the sensitivity to BRAFi was fully maintained in RSV-exposed cells, indicating that this molecule does not alter BRAFi efficacy (Fig. 6e–h and Supplementary Figure 8). Together, these data indicate that an RSV-Vem combination treatment may result in a significant benefit over Vem alone. To test this possibility, we exposed pairs of BRAFi-sensitive (S) and resistant (R) melanoma cells (501Mel and SKMel28) to both Vem and RSV. RSV increased the sensitivity of sensitive and resistant cells to Vem (IC50, Fig. 6i, j) and decreased the number of BRAFi-persister cells (Fig. 6i–k). We evaluated the potential of this BRAFi/RSV combination in a patient-derived xenograft (PDX) model of melanoma^11,36^. Mice were exposed to BRAFi alone or in combination with RSV once tumors reached 200 mm^3^. In this model, BRAFi alone stabilized the tumor growth for about 10 days before relapse (Supplementary Figure 8d). BRAFi/RSV treatment reduced, moderately but significantly, tumor growth compared to BRAFi alone (14 days) (Fig. 6l). In agreement with these results, tumors exposed to BRAFi/RSV combination reached endpoints significantly later than BRAFi alone (24 and 16 days, respectively) (Fig. 6m). Together, these results support the use of AhR inhibitors to increase BRAFi efficacy over-time.

**Fig. 6:**
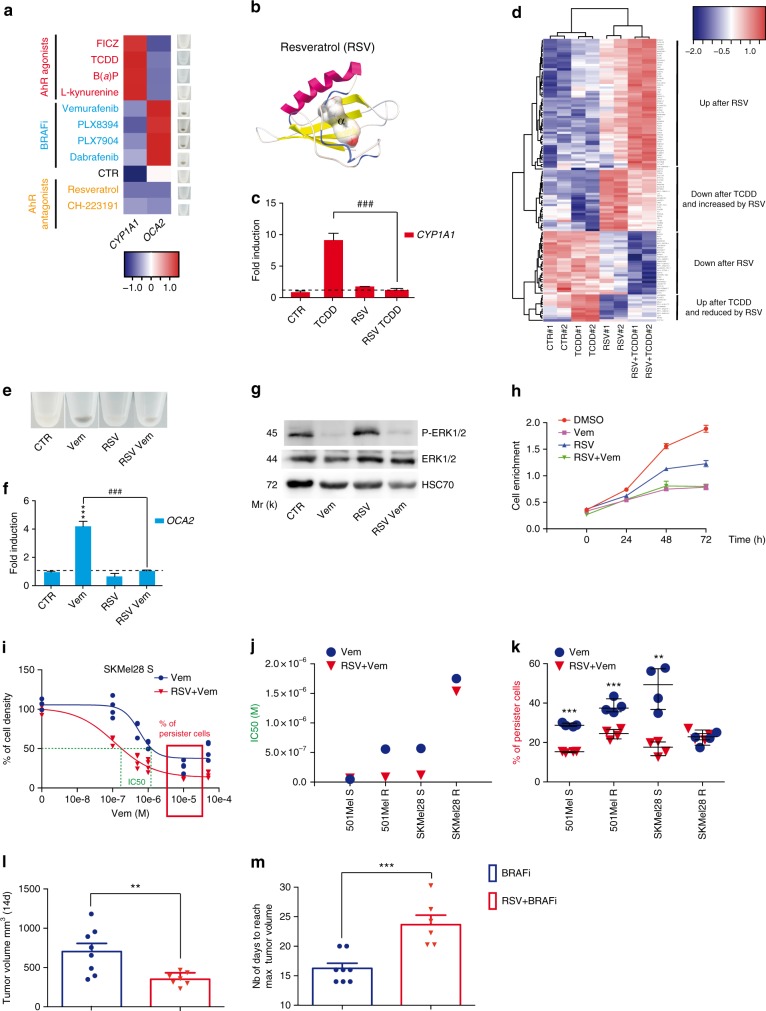
Therapeutic opportunity to limit BRAFi resistance. **a** Heatmap depicting the effects of different AhR ligands on *OCA2* and *CYP1A1* mRNA in 501Mel cells and pigmentation (48 h). Three groups: exo- and endo-gene ligands (TCDD, B(*a*)P and FICZ, L-Kynurenine, respectively), BRAFi and AhR antagonists (Resveratrol and CH-223191). **b** Binding model of the antagonist Resveratrol (RSV) to the PAS B of AHR. RSV is predicted to bind to the α-pocket. Free binding energy is reported in Supplementary Table 1. **c** RSV prevents *CYP1A1* mRNA induction (48 h) by TCDD. 501Mel cells were pre-treated with 5 μM RSV 2 h before 10 nM TCDD. **d** Gene expression profile of 501Mel cells exposed to vehicle, TCDD (10 nM), RSV (5 μM), or RSV (5 μM) + TCDD (10 nM) (*n* = 2) for 48 h. Heatmap focused on differentially expressed genes as a function of treatment. **e**–**g** 501Mel cells were treated with Vem (1 μM) alone or in combination with RSV (5 μM) for 48 h for pigmentation analyses (**e**), *OCA2* mRNA expression levels (**f**), and phospho-ERK and ERK total detection by Western blotting (**g**). **h** 501Mel cells were pretreated for 2 h with RSV (5 μM) before Vem addition (1 μM). 501Mel cell density was evaluated by methylene blue staining followed by quantification at 620 nm (*n* = 2). **i**–**k** Two pairs of BRAFi-sensitive (S) and -resistant (R) melanoma cells (501Mel and SKMel28) were pre-treated or not for 1 week with RSV (1 μM, every 2 days) before treatment with Vem in order to establish Vem IC50 3 days after BRAFi treatment. Values, calculated with GraphPad PRISM (**i**), represent IC50 of Vem for control cells (without RSV pre-treatment) or after 1 week of RSV (**j**). % of BRAFi-persister cell values correspond to the percentage of residual cells following 3 days of Vem (5 μM) treatment in comparison to melanoma cells without RSV treatment (**k**). **l** PDX tumor volumes 14 days after daily treatment with Dabrafenib (30 mg/kg) (*n* = 8) or in combination with RSV (40 mg/kg) (*n* = 7). **m** Number of days to reach max tumor volume (endpoint: >800 mm^3^). Values correspond to the mean ± sem. Two-tailed unpaired *t* test for the different treatments was performed: **p < 0.01

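In the libraries of Fig. 6d, RSV alone changed 6538 genes relative to vehicle (3295 higher, 3243 lower), and 6057 genes differed between RSV+TCDD and TCDD (2989 higher, 3068 lower). Under spike-in scaling these counts were 256 higher and 113 lower, and 160 higher and 1752 lower. Adding TCDD to RSV changed 991 genes, 625 higher and 366 lower, but 1 higher and 6926 lower under spike-in scaling, and 2406 genes with a replicate block over the 6 RSV libraries, chosen after the data were seen. Among called genes with a mean count of at least 50 in the higher group and no overlap between the groups, the largest increases with RSV were in SLAMF7, at least 97.8-fold higher, LINC00973 (log2 fold change 5.97, standard error 0.41, adjusted p = 2.40e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ARC (5.31). TMEM45A (-3.20), APOLD1 (-2.77) and GCSAML (-2.52) fell most, but these 3 genes and ARC were not called when only the 4 libraries compared were fitted (adjusted p = 0.193, 0.109, 0.142 and 0.165 from the same test). Without vehicle replicate 1 the 3 decreases were -1.50, -1.95 and -1.61, and ARC was at 3.61 without RSV replicate 1. Genes called with TCDD were then followed in RSV+TCDD relative to RSV. The 759 genes higher with TCDD had a median log2 fold change of 0.58 without RSV and 0.38 with RSV, 0.649 of the former value, and 313 of them were again called higher. The 323 genes lower with TCDD went from -0.56 to -0.27, 0.493 of the former value, and 75 were again called lower. Genes chosen for a large effect lose part of it by chance, and 15 simulations in which the effects of RSV and TCDD only add up gave mean ratios of 0.833 (range 0.802 to 0.866) and 0.745 (range 0.728 to 0.770). With simulated effects scaled down for their noise, the ratios were 0.801 (range 0.773 to 0.853) and 0.672 (range 0.626 to 0.727). RSV moved 341 of the 759 genes back towards vehicle in RSV+TCDD relative to TCDD, which is 44.9%, against 27.2% in the simulations and 31.6% in those scaled down. The simulations called on average 1293.5 genes higher and 1022.9 lower with TCDD, and 780.8 and 577.6 when scaled down, against 759 and 323 here. Their Pearson r between TCDD effects without and with RSV was 0.69 and 0.56, against 0.40 here. They were thus not matched to the data, and the loss by chance may be larger than simulated. The interaction of RSV and TCDD passed the threshold for 24 genes, 2 higher and 22 lower, where the simulations gave a mean of 0.533 and at most 2. Their number was 170 without a filter on low counts (88 higher, 82 lower), 77 with DESeq2 (26 higher, 51 lower) and 1 under spike-in scaling. For the genes called with TCDD, spike-in scaling changed the medians most. It left 2 genes called higher, whose median with RSV was -1.67, and it shifted the median of all genes in RSV+TCDD relative to RSV by -1.02. Besides CYP1A1, the 24 genes include NQO1 (interaction -1.03, standard error 0.13, adjusted p = 9.18e-04 from the same test), a gene named here after its values were seen.

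**Figure D5:**
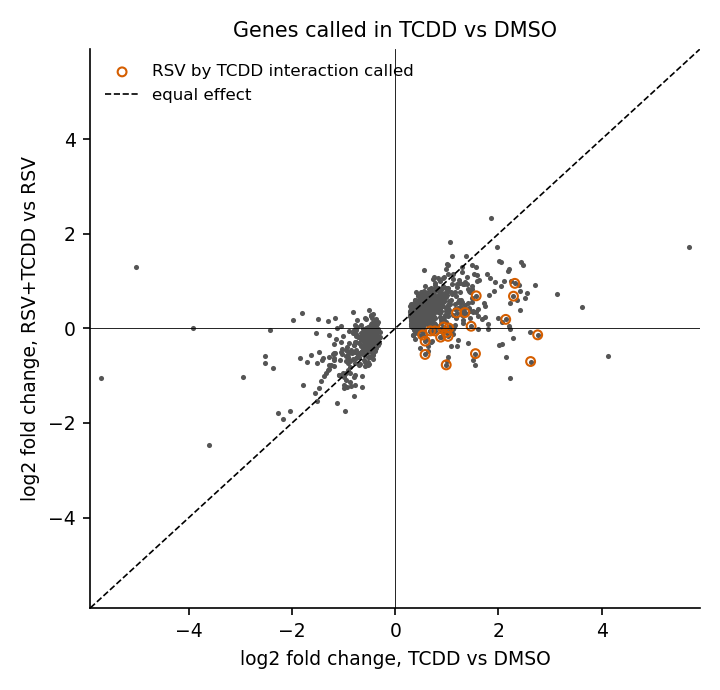
Log2 fold change of each gene called with TCDD, in TCDD relative to vehicle (x axis) and in RSV+TCDD relative to RSV (y axis), TMM-scaled; the dashed line marks equal effects and circles mark genes with an RSV by TCDD interaction. The medians were 0.58 and 0.38 for the genes higher with TCDD and -0.56 and -0.27 for those lower; spike-in scaling left 2 and 8 called genes, with medians of -1.67 and -1.78 with RSV.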

## Discussion

In conclusion, we uncovered a central role for AhR in BRAFi resistance and relapse. Unexpectedly, we revealed that in drug-sensitive melanoma cells, BRAFi, in addition to inactivated oncogenic BRAF activity, functions as a non-canonical ligand of AhR. Consequently, BRAFi promotes an AhR-transcriptional pathway that maintains cells into a “proliferative” and drug-sensitive state. In contrast, AhR activated by α-ligands (canonical ligands) promote a dedifferentiation state and a BRAFi resistance program. These latter cells are probably involved in the relapse. Our results are consistent with recent studies indicating that constitutive and chronic activation of AhR promotes aggressive tumor behavior^37,38^ and tumorigenesis in vivo^39,40^. Indeed, AhR is now reported to have pro- or anti-tumor activity according to cell state^41–45^. Activation of AhR has also been associated with the alteration of many cell differentiation processes^46^ and melanoma cell dormancy^47,48^. Since the chronic exposure to α-ligands can switch BRAFi sensitive cells into persister/resistant cells, it is important to keep in mind that chronic activation of AhR occurs in response to many environmental factors, such as UV exposure^49^ and pollutants^50^, all known to promote cancer. Our data also highlight the potential of AhR antagonists as sensitizers of melanoma-targeted therapy. Together, these data underscore the importance of further studying the role of AhR-signaling in the context of cancer biology as a putative therapeutic target^41,51,52^.

## Methods

### Reagents

The AhR ligands were obtained from: 2,3,7,8-TCDD (TCDD) (Sigma Aldrich, 48599), FICZ (Sigma Aldrich, SML1489), Vemurafenib (Vem, PLX4032) (Selleckchem, RG7204), Dabrafenib (Dab) (Santa Cruz Biotechnology, SC364477), PLX7904 (MedChem Express, HY-18997), PLX8394 (MedChem Express, HY-18972), CH-223191 (Selleckchem, S7711), L-Kynurenine (Sigma Aldrich, K8625), Resveratrol (RSV) (Selleckchem, S1396), StemRegenin 1 (SR1) (Selleckchem, S2858), and Benzo(*a*)pyrene (B(*a*)P) (Sigma Aldrich, B1760).

### Plasmids

The pGL3-XRE3-FL construct containing three XRE sequences from *CYP1A1* gene has been described previously^53^. Luciferase reporter plasmids (pOCA2-pGL4 luciferase) containing proximal promoter region −500b (IDT, Leuven, Belgium) was cloned into the pGL4.10 (Promega, USA) using Gibson Assembly® Master Mix following manufacturer’s recommendations (NEB, UK). Plasmid encoding the MEK1 constitutive kinase form was described by ref. ^54^.

### Cell lines and culture conditions

The mammary MCF7 epithelial cells were cultured in humidified air (37 °C, 5% CO_2_) in Dulbecco’s modified Eagle’s medium with 4500 mg/l D-glucose, 110 mg/l sodium pyruvate, supplemented with 10% fetal bovine serum (PAA cell culture company) and 1% penicillin–streptomycin antibiotics (Gibco, Invitrogen). The melanoma cell lines (501Mel, MM001, SKmel28, MM074, Mel624) were grown in humidified air (37 °C, 5% CO_2_) in RPMI-1640 medium (Gibco BRL, Invitrogen, Paisley, UK) supplemented with 10% fetal bovine serum (PAA cell culture company) and 1% penicillin–streptomycin antibiotics (Gibco, Invitrogen). Mel624 cells were obtained from G. Lizee’s lab at the University of Texas MD Anderson Cancer Center, Houston, TX. MM001 and MM074 (S+R) cells were obtained from G. Ghanem’s lab at the Institut Jules Bordet, Université Libre de Bruxelles, Brussels, Belgium. SKMel28 (S+R) cell was obtained from J.C. Marine’s lab at VIB Center for Cancer Biology, VIB, Leuven, Belgium. 501Mel cells (S) were obtained from ATCC and 501Mel BRAFi resistant cells (R) have been obtained after 3 months treatment with Vem (1 μM every 2 days). All cell lines have been routinely tested for mycoplasma contamination.

### Molecular modeling

Docking experiments were performed with AutoDock4.2; free open tool, http://autodock.scripps.edu^55^. A multiple alignment between the sequences of PAS-B mAhR (residues 278–384) and PAS-B HIF-2α was generated according to the sequence alignment suggested by Pandini et al.^56^. The homology model of PAS-B mAhR was constructed using the crystal structures of the heterodimer complex of PAS-B HIF-2α (pdb code: 3f1p, 3f1o, 3f1n) and Prime v.2.1. Docking experiments were carried out between AhR PAS-B model and different AhR ligands and BRAFi chemical structures recovered in ZINC database (zinc.docking.org).

### Cell density evaluation

Cell density was assessed using a methylene blue colorimetric assay^57^. Briefly, cells were fixed for at least 30 min in 95% ethanol. Following ethanol removal, the fixed cells were dried and stained for 30 min with 1% methylene blue dye in borate buffer. After four washes with tap water, 100 μl of 0.1 N HCl were added to each well. Plates were next analyzed with a spectrophotometer at 620 nm.

### Picture from patients

Picture of Vem treated melanoma patient was obtained from Dr. Lise Boussemart at the Medical Department of Dermatology, CHU Rennes, France after informed consent.

### AhR ligand binding assay

Ligand binding was measured as the presence/absence of ligand-dependent displacement of [^3^H]TCDD from the hepatic cytosolic guinea pig AhR by the hydroxyapatite assay. The experiments were performed essentially as previously described^58^.

### Gel retardation assay

Experiments have been done as previously described^59^.

### AhR immunolocalization

Experiments have been done as previously described^53^.

### Ethoxyresorufin O-deethylase activity assay

Ethoxyresorufin O-deethylase (EROD) activity, corresponding to the O-deethylation of ethoxyresorufin, and mainly supported by the CYP1A1 enzyme in living MCF7 cells, was measured as described previously^53^.

### RNA interference

Plasmids encoding shRNA targeting human AhR (TL320259, 29mer shRNA constructs in lentiviral GFP vector) were purchased from Origene, Rockville, MD. Lentiviral productions have been performed as recommended (http://tronolab.epfl.ch), using 293T cells, psPAX2, pVSVG, and shRNA. Infections were performed overnight in the presence of 8 µg of polybrene per ml. After infection, cells were maintained under selection in the presence of puromycin (Invivogen, San Diego, CA) and seeded in 96-well plates at 0.5 cells/well for single cell clonal expansion. Clones of interest were validated by Western blot analysis and RT-qPCR.

siRNA were purchased from Sigma-Genosys (St. Louis, MO, USA): siCTR, siOCA2#1 and #2, siARNT. Sequences for all shRNA or siRNA are available in Supplementary Table 2.

### CRISPR/Cas9 experiment

AhR knock out has been performed using CRISPR/Cas9 methodology. Guide sequence targeting AhR (available in Supplementary Table 3) (Sigma-Genosys, St. Louis, MO, USA) has been cloned into the GeneArt CRISPR Nuclease vector according to the manufacturer’s instructions (Life Technologies, Saint-Aubin, France). Next, vectors were transfected in 501Mel cells, and 2 days later cells were seeded in 96-well plates at 0.5 cells/well for single cell clonal expansion. Clones of interest were validated by DNA-sequencing, Western blot analysis, and RT-qPCR.

### Luciferase activity

2·10^5^ MCF7 or 501Mel cells were cultured in 12-well plates and transfected with respectively the pGL3-XRE3-FL^53^ and the pGL4-pOCA2-Luc constructs carrying the firefly luciferase. Transient transfection of cells was performed by the JetPRIME® transfection reagent according to the manufacturer’s instructions (Polyplus transfection™, NY, USA). In brief, 50 μl of JetPRIME® Buffer containing 100 ng of firefly luciferase reporter plasmid was added per well, and 1 μl of JetPRIME® transfection reagent. After a 24-h period, cells were exposed to TCDD, Vemurafenib for a 6-h period. Luciferase assays were then performed with a Promega kit according to the manufacturer’s instructions. Data were expressed in arbitrary units, relative to the value of luciferase activity levels found in DMSO-exposed cells, arbitrarily set at 1 arbitrary unit (a.u.). Firefly luciferase activity was normalized to protein content using Bicinchoninic Acid Kit from Sigma-Aldrich® and measured with using a luminometer (Centro XS^3^ LB960, Berthold Technologies).

### RNA extraction and RT-qPCR expression

Experiments have been done as previously described^60^. Primers used for RT-qPCR experiments are available in Supplementary Table 3.

### Chromatin immunoprecipitation assay

ChIP assays, using 2 × 10^6^ 501Mel cells or 501 KD AhR (as negative control), were performed as previously described^61^, with specific adaptations. The cells were cross-linked (1% final concentration formaldehyde for 10 min), washed twice and collected in 1 ml cold PBS. Cells were lysed and the samples were then sonicated for DNA fragmentation (Sonifier Cell Disruptor, Branson) in 1 ml lysis buffer (10 mM EDTA, 50 mM Tris–HCl (pH 8.0), 1% SDS, 0.5% Empigen BB) and diluted 2.5-fold in IP buffer (2 mM EDTA, 150 mM NaCl, 20 mM Tris–HCl (pH 8.1), 0.1% Triton X-100). This fraction was subjected to immunoprecipitation overnight with 4 µg of the appropriate antibody (AhR, H211, Santa Cruz). These samples were then incubated for O/N at 4 °C with 20 μl of Protein G Dynabeads™ (Invitrogen). Precipitates were washed several times, cross-linking reversed and DNA purified using a Nucleospin Extract II kit (Macherey Nagel).

qPCR analyses were carried out with primers spanning target genes proximal promoters (sequences on Supplementary Table 3). For qPCR analysis, fold enrichment was determined using the ΔΔCt method: fold enrichment = 2^−(∆ct1−∆Ct2)^, where ∆Ct1 is the ChIP of interest and ∆Ct2 the control ChIP.

### Western blot

Harvested cells were solubilized as previously described^57^. Protein samples were denatured at 95 °C, resolved by SDS-PAGE and transferred onto Hybond™-C Extra nitrocellulose membranes (Amersham Biosciences, Bucks, UK). Membranes were probed with appropriated antibodies and signals were detected using the Fujifilm LAS-3000 Imager (Fuji Photo Film, Tokyo, Japan). Primary antibodies were: anti-Phospho-ERK-1/2 (9101S), MEK-1/2 (D1A5) (Cell Signalling Technology, Boston, USA), ERK-1/2 (K23), AhR (H211), Hsc70 (B6) (Santa Cruz Biotechnology, Santa Cruz, CA). Horseradish-peroxidase-conjugated secondary antibodies were purchased from (Jackson ImmunoResearch (Suffolk, UK)) (1:1000).

### Proximity ligation assay

The proximity ligation assay was applied in order to visualize AhR/ARNT complexes in MCF7 cells. The cells, grown on glass coverslips, were fixed with 4% PFA in 0.1 M phosphate buffer (15735-60S, Electron Microscopy Sciences) for 15 min at RT and PLA was performed using the kit ((DUO92007) Duolink® in Situ Detection Reagent Orange, (DUO92001) Duolink® in Situ PLA® Probe Anti-Mouse PLUS, (DUO92005) Duolink® in Situ PLA® Probe Anti-Rabbit MINUS, SIGMA) according to the manufacturer’s protocol. After blocking, the reaction with primary antibodies, mouse anti-AhR (C20, 1/100) and rabbit anti-ARNT (1C12, 1/100). Following the ligation and amplification steps, the coverslips were immobilized on the microscopic slides with the mounting medium containing DAPI. In control experiment, the ligation step was omitted. Imaging analysis was carried out using a delta vision system (Applied Precision). Number of foci was quantified in at least 30 cells.

### RNA-Seq

Total RNAs was extracted from 501Mel cells treated for 48 h respectively with DMSO, Vemurafenib (1 µM), Resveratrol (5 µM), Resveratrol (5 µM) + Vemurafenib (1 µM), TCDD (10 nM), Resveratrol (5 µM) + TCDD (10 nM) using the miRVana kit (Thermo Fisher Scientific). Libraries were generated from 500 ng of total RNAs using Truseq Stranded mRNA kit (Illumina). Libraries were then quantified with KAPA library quantification kit (Kapa Biosystems) and pooled. 0.5 nM of this pool were loaded on a high output flowcell and sequenced on a NextSeq500 platform (Illumina) with 2 × 75 bp paired-end chemistry within two runs. Reads were aligned to the human genome release hg19 using STAR v2.4.0a with default parameters. Quantification of genes was then performed using featureCounts release subread-1.5.0-p3-Linux-x86_64 with “--primary -g gene_name -p -s 1” options. Quality control of RNA-Seq count data was assessed using in-house R scripts. Normalization and statistical analysis were performed using the Bioconductor package DESeq2. *p*-Values were adjusted for multiple testing using the Benjamini–Hochberg procedure, which controls the false discovery rate (FDR). Differentially expressed genes were selected based on an adjusted *p*-value below 0.05. The RNA-Seq data presented in this article have been submitted to the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE104869.

### Patient-derived xenografts (PDXs)

After approval by the University Hospital KU Leuven Medical Ethical Committee (S54185) and written informed consent from the patient, PDX model MEL006 was established from an in-transit metastasis resected as part of standard-of-care melanoma treatment at the University Hospital KU Leuven. The procedures involving mice were performed in accordance with the guidelines of the IACUC and KU Leuven and carried out within the context of approved project applications P147/2012, P038/2015, and P098/2015. Fresh tumor tissue was collected in transport medium (RPMI1640 medium supplemented with penicillin/streptomycin and amphotericin B). Tumor fragments were subsequently rinsed in phosphate-buffered saline supplemented with penicillin/streptomycin and amphotericin B and cut into small pieces of approximately 3 × 3 × 3 mm^3^. Tumor pieces were implanted in the interscapular fat pad of female SCID-beige mice (Taconic). After reaching generation 4 (F4), tumor fragments were implanted in the interscapular fat pad of female NMRI nude mice (Taconic). Ketamine, medetomidine, and buprenorphine were used for anesthesia.

### Pharmacologic treatment of mice

Mice with tumors reaching 200–300 mm^3^ were treated via daily oral gavage. Dabrafenib (Biorbyt) and/or Resveratrol (Selleckchem) were dissolved in DMSO at a concentration of 30 and 40 mg/ml respectively, aliquoted and stored at −80 °C. Each day a new aliquot was diluted 1:10 with phosphate-buffered saline and mice were treated with a dose of 30 and 40 mg/kg for Dabrafenib and Resveratrol, respectively. Tumor volume was monitored with a caliper and calculated using the following formula: *V* = (*π*/6)*length*width*height.

### Data mining

Analysis of TCGA/SKCM data was performed using OncoLnc portal [http://www.oncolnc.org]^62^. The raw data count matrix composed of 479 samples; from SKCM melanoma cohort was downloaded from the OncoLnc for the pigmentation genes (*n* = 14)^12^, the AhR target genes (*n* = 19)^63^, or the BRAFi resistant genes (*n* = 19)^17^. Expression heatmap of differentially expressed genes between samples was obtained on log2 fold change using heatmap3 package in R/Bioconductor. Cluster-specific genes rankings were obtained by contrasting the samples with the rest of the samples. Cell density curves for the available melanoma cell lines were established using GraphPad PRISM 6.0® in order to establish IC50 dependently to the different treatments.

The raw data count matrix from RNA seq data were obtained in GEO database for previous experiments on melanoma cell lines Cancer Cell Line Encyclopedia^29^ GSE36134 (sensitive or resistant to PLX470) (IC50 values for PLX4720 were obtained from the Supplementary Table 7 of ref. ^29^); on BRAFi or BRAFi + MEKi resistant cell lines GSE75299^32^ and GSE80829^10^, on BRAFi treated melanoma patients GSE65185^13^; on primary melanoma cell lines (proliferative or invasive) GSE60664^15^, on single cell analysis of BRAFi resistant melanoma (4650 seq) GSE72056^33^, and on Vem-resistant melanoma (EGFR pos)^16^. Expression heatmap of differentially expressed genes (pigmentation, AhR, or resistant genes) between samples was obtained on log2 fold change using heatmap3 package in R/Bioconductor. PCA color maps illustrating expression of genes in melanoma cell lines dataset have been obtained by the cluster prediction assignment (from Melanoma dedifferentiation signature resource from Graeber’s lab: [http://systems.crump.ucla.edu/dediff/]).

### Statistics

Data are presented as mean ± s.d. unless otherwise specified, and differences were considered significant at a *p* value of less than 0.05. Comparisons between groups normalized to a control were carried out by a two-tailed *t*-test with the Holm–Sidak’s multiple comparisons test when more than two groups are compared to the same control condition. OS was estimated using the Kaplan–Meier method. Univariate analysis using the Cox regression model was done to estimate hazard ratios (HR) and 95% confidence intervals (CI). All statistical analyses were performed using Prism 6 software (GraphPad, La Jolla, CA, USA).

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

## References

[1] Davies H (2002). Mutations of the BRAF gene in human cancer. Nature.

[2] Chapman PB (2011). Improved survival with vemurafenib in melanoma with BRAF V600E mutation. N. Engl. J. Med..

[3] Wagle N (2011). Dissecting therapeutic resistance to RAF inhibition in melanoma by tumor genomic profiling. J. Clin. Oncol..

[4] Boussemart L (2016). Secondary tumors arising in patients undergoing BRAF inhibitor therapy exhibit increased BRAF-CRAF heterodimerization. Cancer Res..

[5] Corcoran RB, Settleman J, Engelman JA (2011). Potential therapeutic strategies to overcome acquired resistance to BRAF or MEK inhibitors in BRAF mutant cancers. Oncotarget.

[6] Johannessen CM (2013). A melanocyte lineage program confers resistance to MAP kinase pathway inhibition. Nature.

[7] Arozarena I, Wellbrock C (2017). Overcoming resistance to BRAF inhibitors. Ann. Transl. Med..

[8] Müller J (2014). Low MITF/AXL ratio predicts early resistance to multiple targeted drugs in melanoma. Nat. Commun..

[9] Kong X (2017). Cancer drug addiction is relayed by an ERK2-dependent phenotype switch. Nature.

[10] Tsoi, J. et al. Multi-stage differentiation defines melanoma subtypes with differential vulnerability to drug-induced iron-dependent oxidative stress. *Cancer Cell***33**, 890–904 (2018).10.1016/j.ccell.2018.03.017PMC595383429657129

[11] Rambow Florian, Rogiers Aljosja, Marin-Bejar Oskar, Aibar Sara, Femel Julia, Dewaele Michael, Karras Panagiotis, Brown Daniel, Chang Young Hwan, Debiec-Rychter Maria, Adriaens Carmen, Radaelli Enrico, Wolter Pascal, Bechter Oliver, Dummer Reinhard, Levesque Mitchell, Piris Adriano, Frederick Dennie T., Boland Genevieve, Flaherty Keith T., van den Oord Joost, Voet Thierry, Aerts Stein, Lund Amanda W., Marine Jean-Christophe (2018). Toward Minimal Residual Disease-Directed Therapy in Melanoma. Cell.

[12] Rose A. A. N., Annis M. G., Frederick D. T., Biondini M., Dong Z., Kwong L., Chin L., Keler T., Hawthorne T., Watson I. R., Flaherty K. T., Siegel P. M. (2016). MAPK Pathway Inhibitors Sensitize BRAF-Mutant Melanoma to an Antibody-Drug Conjugate Targeting GPNMB. Clinical Cancer Research.

[13] Hugo W (2015). Non-genomic and immune evolution of melanoma acquiring MAPKi resistance. Cell.

[14] Hoek KS, Goding CR (2010). Cancer stem cells versus phenotype-switching in melanoma. Pigment Cell Melanoma Res..

[15] Verfaillie A (2015). Decoding the regulatory landscape of melanoma reveals TEADS as regulators of the invasive cell state. Nat. Commun..

[16] Shaffer SM (2017). Rare cell variability and drug-induced reprogramming as a mode of cancer drug resistance. Nature.

[17] Konermann Silvana, Brigham Mark D., Trevino Alexandro E., Joung Julia, Abudayyeh Omar O., Barcena Clea, Hsu Patrick D., Habib Naomi, Gootenberg Jonathan S., Nishimasu Hiroshi, Nureki Osamu, Zhang Feng (2015). Genome-scale transcriptional activation by an engineered CRISPR-Cas9 complex. Nature.

[18] Denison MS, Nagy SR (2003). Activation of the aryl hydrocarbon receptor by structurally diverse exogenous and endogenous chemicals. Annu. Rev. Pharmacol. Toxicol..

[19] Diani-Moore S, Zhang S, Ram P, Rifkind AB (2013). Aryl hydrocarbon receptor activation by dioxin targets phosphoenolpyruvate carboxykinase (PEPCK) for ADP-ribosylation via 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD)-inducible poly(ADP-ribose) polymerase (TiPARP). J. Biol. Chem..

[20] Fernandez-Salguero PM, Hilbert DM, Rudikoff S, Ward JM, Gonzalez FJ (1996). Aryl-hydrocarbon receptor-deficient mice are resistant to 2,3,7,8-tetrachlorodibenzo-p-dioxin-induced toxicity. Toxicol. Appl. Pharmacol..

[21] Veldhoen M, Duarte JH (2010). The aryl hydrocarbon receptor: fine-tuning the immune-response. Curr. Opin. Immunol..

[22] Denison MS, Pandini A, Nagy SR, Baldwin EP, Bonati L (2002). Ligand binding and activation of the Ah receptor. Chem. Biol. Interact..

[23] Safe S, Lee SO, Jin UH (2013). Role of the aryl hydrocarbon receptor in carcinogenesis and potential as a drug target. Toxicol. Sci..

[24] Zhang C (2015). RAF inhibitors that evade paradoxical MAPK pathway activation. Nature.

[25] Rose AAN (2016). MAPK pathway inhibitors sensitize BRAF-mutant melanoma to an antibody-drug conjugate targeting GPNMB. Clin. Cancer Res..

[26] Smith MPP (2016). Inhibiting drivers of non-mutational drug tolerance is a salvage strategy for targeted melanoma therapy. Cancer Cell.

[27] Toyofuku K (2002). The etiology of oculocutaneous albinism (OCA) type II: the pink protein modulates the processing and transport of tyrosinase. Pigment Cell Res..

[28] Park S (2015). Unrevealing the role of P-protein on melanosome biology and structure, using siRNA-mediated down regulation of OCA2. Mol. Cell. Biochem..

[29] Barretina J, Caponigro G, Stransky N (2012). The Cancer Cell Line Encyclopedia enables predictive modeling of anticancer drug sensitivity. Nature.

[30] Konermann S (2015). Genome-scale transcriptional activation by an engineered CRISPR-Cas9 complex. Nature.

[31] Kemper K (2016). BRAF(V600E) kinase domain duplication identified in therapy-refractory melanoma patient-derived xenografts. Cell Rep..

[32] Song C (2017). Recurrent tumor cell-intrinsic and -extrinsic alterations during MAPKi-induced melanoma regression and early adaptation. Cancer Discov..

[33] Tirosh I (2016). Dissecting the multicelllular ecosystem of metastatic melanoma by single-cell RNA-seq. Science.

[34] Casper RF (1999). Resveratrol has antagonist activity on the aryl hydrocarbon receptor: implications for prevention of dioxin toxicity. Mol. Pharmacol..

[35] Chen ZH (2004). Resveratrol inhibits TCDD-induced expression of CYP1A1 and CYP1B1 and catechol estrogen-mediated oxidative DNA damage in cultured human mammary epithelial cells. Carcinogenesis.

[36] Gilot D (2017). A non-coding function of TYRP1 mRNA promotes melanoma growth. Nat. Cell Biol..

[37] Stanford EA (2016). Role for the aryl hydrocarbon receptor and diverse ligands in oral squamous cell carcinoma migration and tumorigenesis. Mol. Cancer Res..

[38] Brooks J, Eltom S (2011). Malignant transformation of mammary epithelial cells by ectopic overexpression of the aryl hydrocarbon receptor. Curr. Cancer Drug. Targets.

[39] Opitz CA (2011). An endogenous tumour-promoting ligand of the human aryl hydrocarbon receptor. Nature.

[40] Su JM, Lin P, Chang H (2013). Prognostic value of nuclear translocation of aryl hydrocarbon receptor for non-small cell lung cancer. Anticancer Res..

[41] Roman AacuteC, Carvajal-Gonzalez JM, Merino JM, Mulero-Navarro S, Fernández-Salguero PM (2018). The aryl hydrocarbon receptor in the crossroad of signalling networks with therapeutic value. Pharmacol. Ther..

[42] Narasimhan Supraja, Stanford Zulick Elizabeth, Novikov Olga, Parks Ashley, Schlezinger Jennifer, Wang Zhongyan, Laroche Fabrice, Feng Hui, Mulas Francesca, Monti Stefano, Sherr David (2018). Towards Resolving the Pro- and Anti-Tumor Effects of the Aryl Hydrocarbon Receptor. International Journal of Molecular Sciences.

[43] O’Donnell Edmond F., Kopparapu Prasad Rao, Koch Daniel C., Jang Hyo Sang, Phillips Jessica Lynne, Tanguay Robert L., Kerkvliet Nancy I., Kolluri Siva Kumar (2012). The Aryl Hydrocarbon Receptor Mediates Leflunomide-Induced Growth Inhibition of Melanoma Cells. PLoS ONE.

[44] Hanson K (2018). The anti-rheumatic drug, leflunomide, synergizes with MEK inhibition to suppress melanoma growth. Oncotarget.

[45] Contador-Troca M (2015). Dioxin receptor regulates aldehyde dehydrogenase to block melanoma tumorigenesis and metastasis. Mol. Cancer.

[46] Mulero-Navarro S, Fernandez-Salguero PM (2016). New trends in aryl hydrocarbon receptor biology. Front. Cell Dev. Biol..

[47] Werner-Klein M (2018). Genetic alterations driving metastatic colony formation are acquired outside of the primary tumour in melanoma. Nat. Commun..

[48] Liu Y (2018). STAT3/p53 pathway activation disrupts IFN-β-induced dormancy in tumor-repopulating cells. J. Clin. Invest..

[49] Jux B (2011). The aryl hydrocarbon receptor mediates UVB radiation-induced skin tanning. J. Invest. Dermatol..

[50] Villano CM, Murphy KA, Akintobi A, White LA (2006). 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) induces matrix metalloproteinase (MMP) expression and invasion in A2058 melanoma cells. Toxicol. Appl. Pharmacol..

[51] Kolluri SK, Jin UH, Safe S (2017). Role of the aryl hydrocarbon receptor in carcinogenesis and potential as an anti-cancer drug target. Arch. Toxicol..

[52] Gutiérrez-Vázquez C, Quintana FJ (2018). Regulation of the immune response by the aryl hydrocarbon receptor. Immunity.

[53] Monteiro P, Gilot D, Langouet S, Fardel O (2008). Activation of the aryl hydrocarbon receptor by the calcium/calmodulin-dependent protein kinase kinase inhibitor 7-oxo-7H-benzimidazo[2,1-a]benz[de]isoquinoline-3-carboxylic acid (STO-609). Drug Metab. Dispos..

[54] Greulich H, Erikson RL (1998). An analysis of Mek1 signaling in cell proliferation and transformation. J. Biol. Chem..

[55] Morris GM (2009). AutoDock4 and AutoDockTools4: automated docking with selective receptor flexibility. J. Comput. Chem..

[56] Pandini A, Denison MS, Song Y, Soshilov AA, Bonati L (2007). Structural and functional characterization of the aryl hydrocarbon receptor ligand binding domain by homology modeling and mutational analysis. Biochemistry.

[57] Gilot David, Le Meur Nolwenn, Giudicelli Fanny, Le Vée Marc, Lagadic-Gossmann Dominique, Théret Nathalie, Fardel Olivier (2011). RNAi-Based Screening Identifies Kinases Interfering with Dioxin-Mediated Up-Regulation of CYP1A1 Activity. PLoS ONE.

[58] Tiong CT (2012). A novel prenylflavone restricts breast cancer cell growth through AhR-mediated destabilization of ERα protein. Carcinogenesis.

[59] Soshilov AA, Denison MS (2014). Ligand promiscuity of aryl hydrocarbon receptor agonists and antagonists revealed by site-directed mutagenesis. Mol. Cell. Biol..

[60] Bouafia A (2014). p53 requires the stress sensor USF1 to direct appropriate cell fate decision. PLoS Genet..

[61] Métivier R (2008). Cyclical DNA methylation of a transcriptionally active promoter. Nature.

[62] Anaya J (2016). OncoLnc: linking TCGA survival data to mRNAs, miRNAs, and lncRNAs. PeerJ Comput. Sci..

[63] Kovalova N, Nault R, Crawford R, Zacharewski TR, Kaminski NE (2017). Comparative analysis of TCDD-induced AhR-mediated gene expression in human, mouse and rat primary B cells. Toxicol. Appl. Pharmacol..

How the deposited data were processed for this re-analysis (not part of the article)

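RNA of 501Mel melanoma cells exposed for 48 h to vehicle (DMSO), 1 μM Vem, 5 μM RSV, 10 nM TCDD, RSV+Vem or RSV+TCDD was sequenced in 12 libraries, 2 per group. The paper and the treatment protocol recorded with the samples give 10 nM TCDD for RSV+TCDD, and the label of those libraries gives 1 nM. The authors made stranded mRNA libraries, aligned the read pairs with STAR to hg19 and counted them per gene symbol with featureCounts. The table holds raw counts without normalization, so genes that share a symbol share a value. It lists 56638 gene symbols and 96 control sequences, 92 of them ERCC spike-ins. Positions are from a GENCODE annotation on GRCh37, since the paper's text does not name the release that was counted.

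The counts on genes per library ranged from 8378655 to 25076925, and the control sequences held between 0.0310% and 0.0936% of all counts. The 10 most counted genes held between 6.50% and 13.3%. RIN values were between 8.6 and 9.7, with the lowest, 8.7 and 8.6, in the RSV+Vem libraries. Principal component 1 of the log2 CPM held 39.0% of the variance and component 2 held 31.6%. Counts were not corrected for PCR copies, so their counting error is a lower limit on their error, and the spread between replicates was estimated from the data.

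The control sequences were removed and genes were kept with filterByExpr by group, which left 16080 genes. Counts were scaled with TMM factors between 0.890 and 1.08, and edgeR 4.0.16 in R 4.3.3 fitted a quasi-likelihood model with 1 term per group to all 12 libraries. Each comparison was tested with the quasi-likelihood F test with Benjamini-Hochberg adjustment over the tested genes, and a gene was called at an adjusted p below 0.05. An interaction is the difference between the effect of RSV with a ligand and its effect without. Levels are TMM-scaled CPM with the SD of both libraries. A group at 3 counts or fewer in both libraries was taken as near 0, and a fold against it is given as a bound. Replicate numbers were not used as a block: of 15 pairs of groups, the correlation of replicate differences was above 0.1 in 6 and below -0.1 in 6, from -0.61 to 0.59.

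Gene lists were tested with camera at a correlation of 0.01 between genes, two-sided, with limma 3.58.1, and the 60 list tests were adjusted as a family. The β list holds the 14 blue genes of Fig. 3a and the α list 18 orange genes of Fig. 3a and AHR. The resistance list holds 16 genes of Fig. 2b. A MAPK output list of 14 genes and a cell cycle list of 15 genes were written from general knowledge. The genes named in the text are those that the paper names for these experiments and, per comparison, the 3 largest increases and the 3 largest decreases among called genes whose groups do not overlap and whose mean count is at least 50 in the higher group. These rules, the lists, the comparisons and the alternatives were set before the data were examined, apart from scaling to the spike-ins, the list tests of RSV alone on the β genes and of the interaction of RSV and Vem with their list versions, blocks within the RSV groups, and the genes said in the text to be chosen after their values were seen.

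The alternatives were DESeq2 1.42.0 with its size factors, edgeR with RLE factors, no filter on low counts, at least 10 counts in every library, a replicate block, only the 4 libraries compared, an added threshold of 1 on the absolute log2 fold change, fry in place of camera, other versions of the lists from Fig. 2a and the legend of Fig. 2b, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

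The steps were tested on simulated data, 16080 genes with 200 changed. edgeR called 185 of the changed genes (92.5%) and 12 unchanged ones, and DESeq2 called 180 and 15. A comparison without change gave 2 calls. A list of 14 genes shifted by 0.8 was called by camera, and an unshifted list was not. Genes simulated at a log2 fold change of 1 had a median estimate of 1.03. Read-level data were not used here.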

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

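The tests in this part were chosen after the results they examine had been seen.

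The response to Vem differed between cells with and without RSV. The interaction of RSV and Vem passed the threshold for 3656 genes (1905 higher, 1751 lower), where 15 simulations of effects that only add up gave at most 5. The 4093 genes higher with Vem had a median log2 fold change of 0.73 without RSV and 0.27 with RSV, and the 4329 genes lower with Vem had medians of -0.81 and -0.29. The ratios of these medians, 0.370 and 0.358, lie below the means of 0.938 and 0.933 in the simulations. With the MAPK output list, the median interaction was 0.92 (13 of 14 genes positive, 10 called higher, and 12 adjusted over the list alone; camera adjusted p = 7.27e-11), and with the cell cycle list it was 1.15 (15 of 15 positive and called; camera adjusted p = 7.66e-23). Both calls hold under fry. The MAPK median was 1.22 without RSV replicate 1. Spike-in scaling left 8 genes with an interaction, all higher.

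Several technical explanations of the smaller Vem effects were examined. Selection of genes for large effects is argued against, since genes chosen on libraries of 1 replicate number kept their medians in the libraries of the other number, and the highest ratio of the median with RSV to that value was 0.397, where the simulations gave at least 0.935. The low depth of RSV+Vem replicate 2 is argued against by a median of 0.29 without that library for the genes higher with Vem. Mixing of RNA from the RSV libraries into RSV+Vem would need a share of 51.5%, and 28 of the 29 genes nearly silenced by Vem lay below that share of their RSV level in both RSV+Vem libraries. Transcript length and GC content, known for 87.2% of the 8422 genes, are argued against as the whole cause, since the ratio reached no more than 0.366 in any of 3 classes by length and 0.414 in any of 3 classes by GC content. The RSV+Vem libraries had the lowest RIN values, 8.7 and 8.6. RNA quality thus goes with this group, and it was examined only through transcript length. With the sequenced libraries alone, less active Vem in RSV+Vem cannot be told apart from an action of RSV on the response. No library combines RSV with another dose of Vem. The paper examined Vem with RSV by phospho-ERK blotting (Fig. 6g) and cell density (Fig. 6h). It reports that cells exposed to RSV stayed fully sensitive to BRAFi. Those assays measure protein and cell density, not the transcripts compared here. The share of the response kept was 0.848 for the β list, 0.673 for the MAPK output list and 0.284 for the cell cycle list, and unequal shares may come from genes with unequal dose responses or from an action of RSV. The 12 β genes called higher with Vem kept a median of 63.9% of their response, against 35.6% over all genes higher with Vem, and lay at percentile 99.9 of 10000 random lists matched on expression.

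The response to TCDD also differed with RSV. The interaction of RSV and TCDD passed the threshold for 24 genes, and for CYP1A1 it was -3.32 (adjusted p = 1.50e-09 from edgeR's quasi-likelihood test, with both RSV+TCDD libraries below both TCDD libraries). A 10-fold lower TCDD dose in RSV+TCDD, as the label of those libraries has it, is argued against as the whole cause for CYP1A1, since CYP1A1 was lower in RSV+TCDD than in RSV by a log2 fold change of -0.70, and less TCDD alone would leave it at or above RSV. TCDD and RSV each raised CYP1A1, by 2.62 and 1.55, and RSV+TCDD was above vehicle by 0.85, less than with either alone (-0.35 under spike-in scaling). Why the combination gave less was not tested further. For the other genes the ratio of medians was 0.493 for those lower with TCDD. There a lower TCDD dose cannot be told apart from an action of RSV. The label of the RSV+TCDD libraries differs from the paper and the recorded treatment protocol, and the counts do not settle which dose was used. Selection for large effects is argued against as the whole cause, as far as the simulations match the data. With genes chosen on libraries of 1 replicate number, the ratio of the median with RSV to that in the libraries of the other number was 0.658 and 0.832 for genes higher with TCDD and 0.481 and 0.760 for genes lower, and each lies below its lowest simulated value (0.886, 0.917, 0.886 and 0.863), also with effects scaled down for their noise. These simulations draw genes independently, and they called more genes lower with TCDD than the data (means of 1022.9 and 577.6, against 323). Their ranges may therefore be too narrow. In pairings of single libraries the median was smaller with RSV in 15 of 16, with ratios up to 1.21. Selection as a part of the decrease stays open, since genes called with TCDD lost some of their effect in the simulations as well (0.833 and 0.745 of it remained, and 0.801 and 0.672 with effects scaled down).

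For CYP1A1 the interaction of RSV and Vem was -0.61 (standard error 0.18, adjusted p = 0.0207 from edgeR's quasi-likelihood test), since RSV raised CYP1A1 by 1.55 without Vem and by 0.94 with Vem. It stayed between -0.77 and -0.44 when each of the 8 libraries was left out, and was -0.54 and no longer called under spike-in scaling. RSV alone raised CYP1A1 in both libraries. An error of scaling is argued against, since 99.6% of 6438 well expressed genes had a lower log2 fold change with RSV. Of all tested genes, 692 had one at or above that of CYP1A1. Mixing of RNA from the TCDD libraries is argued against as well: CYP1A1 reached 37.4% of its TCDD difference with RSV, while 420 other genes higher with TCDD reached a median of -1.17% and 216 of them moved the other way. A candidate explanation is that RSV by itself raises CYP1A1 in these cells, a hypothesis found and tested on the same RNA-seq data. By RT-qPCR, Fig. 6c also has CYP1A1 higher with RSV alone, about 1.8-fold as read by eye. No explanation of the difference with Vem was tested separately.

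The spike-ins, which the paper does not report on, took 0.0904% of the counts in RSV+Vem replicate 2 and 0.0937% in RSV+TCDD replicate 2, against 0.0389% and 0.0631% in their replicates and between 0.0310% and 0.0457% in the other 8 libraries. A higher share may come from a larger added volume or from less RNA per sample. A different volume of the same mix would leave the spike-ins in constant proportion. Between the RSV+TCDD replicates their chi-square per degree of freedom was 31.0, and it was 7.40 for RSV+Vem, 5.88 for RSV, 2.93 for TCDD, 1.96 for Vem and 1.60 for vehicle. Departures from 1 factor also occur where the shares are alike, and 1 pair of libraries sets a spread against counting noise, so a different volume cannot be told apart from a difference in RNA. The results under spike-in scaling rest on this open point.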

How the results depend on the processing

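The alternatives in this part were fixed in advance, apart from scaling to the ERCC spike-ins, the β list with RSV alone and the lists' interactions of RSV and Vem with their list versions, and the comparisons within the RSV groups, which were added after seeing the data. Leaving out 1 library leaves a group with 1, so only values are given there. Apart from leaving out libraries, 194 results on comparisons and lists kept their direction and their side of the threshold, 15 reversed, 19 became weaker, 10 stronger and 4 moved. For named genes 213 stayed, 4 reversed, 20 became weaker and 1 stronger. The cause of the changes below was not tested, except where the construction of the alternative gives it.

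With replicate number as a block, the counts stayed close: 8507 genes with Vem, 1186 with TCDD, 6693 with RSV, 6215 for RSV+TCDD against TCDD, 6172 for RSV+Vem against Vem, 30 and 3805 for the interactions of RSV with TCDD and with Vem, and 814 genes called with both Vem and TCDD. A common block was not used, since replicate differences correlated by 0.41 to 0.59 among the 3 RSV groups but by -0.61 between RSV and TCDD. The comparisons within the RSV groups were also run with a block, chosen after seeing the data: RSV+TCDD against RSV gave 1107 genes with a block over all libraries and 2406 with 1 over the 6 RSV libraries (991 without), and RSV+Vem against RSV gave 4065 and 5488 (3972 without). With the latter block the medians with RSV were 0.37 and -0.28 for the genes called with TCDD and 0.26 and -0.28 for those called with Vem.

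A threshold of 1 on the absolute log2 fold change lowers counts by construction: 2948 genes with Vem, 214 with TCDD, 1670 with RSV, 1537 for RSV+TCDD against TCDD, 1681 for RSV+Vem against Vem, 108 called with both Vem and TCDD, and 15 and 1115 for the interactions of RSV with TCDD and with Vem. The interaction of RSV and TCDD gave 77 genes with DESeq2 (26 higher, 51 lower), 170 without a filter on low counts (88 higher, 82 lower) and 15 with at least 10 counts in every library, where 12799 genes were tested.

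Spike-in scaling shifted the median of all genes by -0.65 with Vem, -0.51 with TCDD, -0.17 with RSV, -0.69 for RSV+TCDD against TCDD, -1.02 for RSV+TCDD against RSV, -0.52 for RSV+Vem against RSV, and 0.13 and -0.52 for the interactions of RSV with Vem and with TCDD. It left 3815 genes with Vem, 10 with TCDD, 369 with RSV, 1912 for RSV+TCDD against TCDD, 6927 for RSV+TCDD against RSV (1 higher, 6926 lower), 481 for RSV+Vem against RSV (20 higher, 461 lower), 9 called with both Vem and TCDD, 389 for RSV+Vem against Vem (334 higher, 55 lower), and 1 and 8 for the interactions of RSV with TCDD and with Vem. List medians that changed direction were, for the β list, -0.14 with Vem, -0.34 with TCDD, -0.083 for RSV+Vem against RSV and 0.0034 for the interaction with Vem; for the α list, -0.43 with TCDD, -0.63 for RSV+TCDD against TCDD and -0.90 against RSV; and with TCDD, -0.50 for the resistance list and -0.43 for the MAPK output list. The genes called with TCDD had medians with RSV of -1.67 (2 genes higher) and -1.78 (8 genes lower), and those called with Vem of 0.66 (195 genes) and -0.87 (3620 genes). Reversed genes were MITF with Vem (-0.44), CYP1A1 in RSV+TCDD against vehicle (-0.35), OCA2 in RSV+Vem against vehicle (-0.089) and the OCA2 interaction of RSV and Vem (0.035).

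Without a filter on low counts, the α list had -0.025 for RSV+TCDD against RSV, the resistance list -0.11 with TCDD, the β interaction with Vem -0.11 and the genes lower with TCDD a median with RSV of -0.21 over 695 genes. RLE factors gave -0.15 for the β interaction, which passed an unadjusted camera p of 0.05 with these factors and without a filter. Under fry the α list passed the threshold with TCDD at 0.078 and the resistance list at 0.0068, on the unadjusted p. The genes of the average signature of Fig. 2b gave, for the α list, -0.22 with TCDD, -1.39 with Vem (no longer past an unadjusted p of 0.05), -0.078 for RSV+TCDD against TCDD and -0.34 against RSV, and for the resistance list -2.07 with Vem (past it), from 6 and 4 tested genes. The 8 β genes of that legend gave -0.21 for the interaction with Vem, past an unadjusted camera p of 0.05, and -0.56 with RSV, and the β genes of Fig. 2a gave -0.13 and -0.66.

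Across the 4 fits that each left out 1 library (8 for interactions), the β list ranged from 0.44 to 0.66 with Vem, 0.12 to 0.29 with TCDD (highest without vehicle replicate 1), -0.95 to -0.87 for RSV+Vem against Vem, 0.32 to 0.47 against RSV and -0.29 to -0.075 for the interaction (without vehicle replicate 1 and 2). The α list ranged from 0.028 to 0.17 with TCDD (without TCDD replicate 2 and 1), -0.088 to 0.14 for RSV+TCDD against TCDD (negative without TCDD replicate 1 and without RSV+TCDD replicate 1) and -0.038 to 0.15 against RSV (negative without RSV+TCDD replicate 1). The resistance list ranged from 0.017 to 0.25 with TCDD (without TCDD replicate 2 and vehicle replicate 1) and -0.51 to -0.11 with Vem (without vehicle replicate 2 and 1). For the RSV by Vem interaction the range was 0.75 to 1.22 for the MAPK output list and 0.95 to 1.25 for the cell cycle list, whose Vem effect ranged from -1.79 to -1.47. The genes lower with TCDD ranged from -0.32 to -0.21 with RSV. The MAPK output list with RSV changed direction between -0.067 and 0.069 (positive without vehicle replicate 1 or RSV replicate 2), and the cell cycle list with TCDD between -0.16 and 0.093 (positive without vehicle replicate 2 or TCDD replicate 1). The cell cycle list with RSV ranged from -0.40 to -0.16 (without vehicle replicate 1 and 2).

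Depth limits the genes near 0 counts. AXL had at most 3 counts and NRP1 at most 12 per library, so neither passed the filter on low counts. Without that filter NRP1 was called lower with Vem (adjusted p = 0.0429 from edgeR's quasi-likelihood test, from 4 and 12 counts to 1 and 0) but not with TCDD (adjusted p = 0.0671), and AXL was called in none of the comparisons of 2 groups.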

Differences from the paper's values

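The paper's values here are RT-qPCR folds over vehicle, and the folds beside them are from RNA-seq counts. The CYP1A1 fold with RSV is about 1.8 in Fig. 6c, read by eye, and 2.93 here. None of the alternatives set before the data were examined closed the gap. Scaling to the ERCC spike-ins, an alternative chosen after seeing the values, gave 2.61, which is within 1.5 times the paper's value. The same scaling moved 3 other folds away from the paper's values, read by eye: CYP1A1 with TCDD, about 9.1 in Fig. 6c, from 6.16 to 4.35, OCA2 with Vem, about 4.2 in Fig. 6f, from 3.93 to 2.50, and OCA2 with RSV, about 0.65 in Fig. 6f, from 0.415 to 0.367.

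The CYP1A1 fold with RSV+TCDD is about 1.2 in Fig. 6c, read by eye, and 1.8 here. Without RSV+TCDD replicate 2 it was 1.79, just within 1.5 times the paper's value, and the other alternatives set before the data were examined did not close the gap. Spike-in scaling, chosen after seeing the values, gave 0.787.

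The OCA2 fold with RSV+Vem is about 1.0 in Fig. 6f, read by eye, and 1.51 here. It was 1.32 without vehicle replicate 2 and 1.48 without RSV+Vem replicate 1, both within 1.5 times the paper's value, and the other alternatives set before the data were examined did not close the gap. Spike-in scaling, chosen after seeing the values, gave 0.940.

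The paper states that the signatures of Vem and of TCDD exclude each other. Here 743 genes were called with both ligands, 445 in the same direction, and 708 with DESeq2. A threshold of 1 on the absolute log2 fold change left 108, and spike-in scaling, chosen after seeing the values, left 9. Of the genes called with TCDD 68.7% were also called with Vem, against 52.4% of all genes. The Pearson r across genes was 0.19, with the vehicle libraries shared by both comparisons. The mean of 0.44 in simulations without change holds for noise only, so it does not say whether 0.19 is low. The paper states that the pigmentation signature was seen with β-pocket ligands and not with TCDD. Here 4 of its 14 genes were called higher with TCDD, with a median log2 fold change of 0.17, and the median was -0.34 under spike-in scaling, chosen after seeing the values. Fig. 6a shows OCA2 lower with TCDD and CYP1A1 higher with Vem. Here OCA2 rose by 0.73 with TCDD and CYP1A1 changed by -0.84 with Vem on the log2 scale, and every alternative run kept both directions. The paper states that RSV with TCDD did not induce CYP1A1. Here RSV+TCDD exceeded vehicle by 0.85 on the log2 scale, and under spike-in scaling, chosen after seeing the values, it was -0.35. The paper states that RSV inhibited induction of the β-signature. Here the list had a median log2 fold change of -0.89 in RSV+Vem relative to Vem, with 14 genes called lower. Relative to vehicle, RSV+Vem was at -0.22, with 2 genes higher and 6 lower, and RSV alone was at -0.74. Vem raised the list by a median of 0.43 with RSV present and of 0.51 without, and the interaction was -0.13 (camera adjusted p = 0.0940). It was -0.15 with RLE factors and -0.11 without a filter on low counts, both past an unadjusted camera p of 0.05. With the 8 β genes of the legend of Fig. 2b, chosen for this comparison after seeing the values, it was -0.21 and also past it.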

Other observations

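In this part the strand test was fixed in advance, and the test of CDK2 was chosen after its result was seen.

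The genes of the α list, orange genes of Fig. 3a and AHR, moved apart with Vem. AHR changed by -1.57 (standard error 0.12, adjusted p = 4.06e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), AHRR rose by 1.57 (adjusted p = 4.57e-08) and CYP27A1 rose by 1.13, while TIPARP changed by -0.59. CYP1A1, which is not on the α list, changed by -0.84 (adjusted p = 3.37e-05). In each gene both Vem libraries lay on the same side of both vehicle libraries. The α list had a median log2 fold change of -0.59 with Vem (3 higher and 10 lower over all genes tested and adjusted over the list alone; camera adjusted p = 0.0367), which held under fry but not with an estimated correlation between genes. No explanation was tested.

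The resistance list, 16 genes of Fig. 2b of which 12 were tested, had a median of 0.0068 with TCDD (3 higher, and 4 adjusted over the list alone; camera adjusted p = 0.20), and -0.50 under spike-in scaling. With Vem its median was -0.20 (2 higher and 4 lower; camera adjusted p = 0.927), or -0.0025 with 3 genes near 0 counts at their bound. In other versions of the lists, the β genes of Fig. 2a had 0.51 with Vem and 0.17 with TCDD, the α genes of Fig. 2a had -0.59 and 0.22, the average β signature of Fig. 2b had 0.40 and 0.23, the average α signature had -1.39 and -0.22, and the average resistance signature, with 4 tested genes, had -2.07 (3 called lower, past an unadjusted camera p of 0.05 but not with an estimated correlation) and 0.12. No explanation was tested.

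The MAPK output list fell by 3.06 in the median with Vem (13 of 14 genes called lower; camera adjusted p = 5.97e-37) and by a median of -2.06 when Vem was added to RSV (12 called lower; camera adjusted p = 8.43e-58). Its median was -0.043 with RSV alone (4 higher and 3 lower; camera adjusted p = 0.872) and 0.074 with TCDD (2 higher and 1 lower; camera adjusted p = 0.424), where it was -0.43 under spike-in scaling. The cell cycle list had a median of -1.65 with Vem (15 of 15 lower; camera adjusted p = 2.06e-21) and of -0.47 when Vem was added to RSV (9 lower; camera adjusted p = 5.20e-05, not held with an estimated correlation). With RSV alone it was -0.26 (2 higher and 7 lower; camera adjusted p = 0.00360, not held with an estimated correlation) and with TCDD -0.017 (1 lower; camera adjusted p = 0.424).

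The counting option named in the methods for a stranded library raised the question of which strand was counted. Counting on the opposite strand would leave little in abundant genes. ACTB, GAPDH, EEF1A1, TUBA1B and the RPL and RPS genes held 6.33% of all counts, and in 29 antisense gene pairs the median ratio of antisense to sense density was 0, with 0 pairs above the sense gene. Counting on the opposite strand is therefore argued against, and no biological explanation applies.

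CDK2, an α gene of Fig. 3a, was number 37 of all genes by total count and shares 89 exonic bases with PMEL, number 3, on the opposite strand. If PMEL reads made up the CDK2 count, CDK2 would rise with PMEL. With Vem PMEL rose by 1.46 on the log2 scale (adjusted p = 4.07e-11 from edgeR's quasi-likelihood test) while CDK2 changed by -0.021, and when Vem was added to RSV they changed by 0.45 and -0.036, which argues against PMEL reads as the main source of its count. Relative to vehicle, PMEL and CDK2 changed by 0.18 and -0.26 in RSV+TCDD, and by -0.0018 and -0.58 in RSV+Vem. In other comparisons both moved the same way, PMEL and CDK2 by 0.58 and 0.22 with TCDD and -0.45 and -0.54 with RSV. They changed by 0.63 and 0.28 for RSV+TCDD against RSV and by -0.40 and -0.48 for RSV+TCDD against TCDD. For RSV+Vem against Vem they changed by -1.47 and -0.56, so a smaller share of PMEL reads stays open. No biological explanation of its level was tested.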
